# Protection against overfeeding-induced weight gain is preserved in obesity but does not require FGF21 or MC4R

**DOI:** 10.1038/s41467-024-45223-0

**Published:** 2024-02-08

**Authors:** Camilla Lund, Pablo Ranea-Robles, Sarah Falk, Dylan M. Rausch, Grethe Skovbjerg, Victoria Kamma Vibe-Petersen, Nathalie Krauth, Jacob Lercke Skytte, Vasiliki Vana, Urmas Roostalu, Tune H. Pers, Jens Lund, Christoffer Clemmensen

**Keywords:** Homeostasis, Obesity, Obesity

## Abstract

Overfeeding triggers homeostatic compensatory mechanisms that counteract weight gain. Here, we show that both lean and diet-induced obese (DIO) male mice exhibit a potent and prolonged inhibition of voluntary food intake following overfeeding-induced weight gain. We reveal that FGF21 is dispensable for this defense against weight gain. Targeted proteomics unveiled novel circulating factors linked to overfeeding, including the protease  legumain (LGMN). Administration of recombinant LGMN lowers body weight and food intake in DIO mice. The protection against weight gain is also associated with reduced vascularization in the hypothalamus and sustained reductions in the expression of the orexigenic neuropeptide genes, *Npy* and *Agrp*, suggesting a role for hypothalamic signaling in this homeostatic recovery from overfeeding. Overfeeding of melanocortin 4 receptor (MC4R) KO mice shows that these mice can suppress voluntary food intake and counteract the enforced weight gain, although their rate of weight recovery is impaired. Collectively, these findings demonstrate that the defense against overfeeding-induced weight gain remains intact in obesity and involves mechanisms independent of both FGF21 and MC4R.

## Abstract (web summary)

Overfeeding triggers a mechanistically ill-defined compensatory response that counteracts weight gain. Here, the authors show that the defence against overfeeding is preserved in obesity, and that it is independent from FGF21 and MC4R.

## Introduction

Body weight and fat mass are under homeostatic regulation, and feedback mechanisms affecting energy intake and energy expenditure are evoked to counter perturbations in energy balance. This aligns with the ‘dual intervention point’ model of body weight regulation, which argues that body weight is maintained between an upper and a lower boundary (so-called biological intervention points), rather than being regulated around a specific ‘set point’^1–5^. This homeostatic system may have evolved to help ensure mammalian survival by lowering the risk of predation (carrying too much fat tissue) and starvation/sickness-induced anorexia (having too little fat mass)^6^. Most remarkable is the efficiency by which the organism counteracts conscious attempts to lower body weight by increasing appetite and reducing energy expenditure, rendering dieting and other lifestyle interventions futile for sustained weight loss in many individuals^7–9^. In the context of a chronic negative energy balance, reduced levels of the adipocyte-derived hormone leptin are acknowledged as a primary molecular driver of weight regain^10–12^.

Importantly, the homeostatic feedback mechanisms that protect body fat mass from large fluctuations are also triggered by conscious attempts to gain weight. This is illustrated by numerous overfeeding studies in both animals^13^ and humans^14^ in which a controlled weight gain is recovered after overfeeding is stopped. However, the molecular mediators of this biological defense remain unknown^15,16^. Moreover, it is unclear whether obesity influences the homeostatic recovery from overfeeding-induced weight gain. Parabiosis studies in rodents reveal that obesity induction in one partner can lower food intake and fat mass in the other, suggesting endocrine regulation^17–19^. However, leptin’s negligible role in countering chronic overfeeding in mice^20^ highlights the involvement of yet-to-be-identified signaling molecules and regulatory pathways in the physiological protection against weight gain^15,16^.

In this work, we employed an intragastric overfeeding mouse model to investigate the role of obesity in the homeostatic defense against experimental weight gain. Furthermore, we investigated the causal implication of fibroblast growth factor 21 (FGF21) and the melanocortin 4 receptor (MC4R) in response to overfeeding, and we determined transcriptional and vascular changes in the hypothalamus during this intervention. Finally, we report here the first strides toward testing the pharmacological effects of potential endocrine regulators of the response to overfeeding.

## Results

### Lean and obese mice are protected against overfeeding-induced weight gain

Intragastric experimental overfeeding (ExpOF), i.e. infusion of a hypercaloric liquid diet to achieve 50% energetic surplus over baseline requirements of lean C57BL/6 J male mice (Fig. 1a, Supplementary Fig 1a, Supplementary Data 1) resulted in an average body weight gain of ~28% over a 14-day period (Fig. 1b). This corresponds to an absolute weight gain of ~8 g (Fig. 1c) with an inter-individual variability of 2.2-fold between the lowest and the highest gainers (Supplementary Fig. 1b). After cessation of overfeeding on day 14 (d14), overfed mice recovered their baseline body weight within 7 days (Fig. 1b, c). Voluntary chow intake was completely suppressed throughout the overfeeding period, from day 5 onward (Fig. 1d). This hypophagic response persisted for several days after overfeeding and gradually increased until reaching baseline levels 7 days after overfeeding (Fig. 1d). No changes in body weight or voluntary food intake were observed in control mice infused with equal volumes of water (Fig. 1b–d). Despite increased energy efficiency (mg of weight gain per kcal consumed) during overfeeding compared to controls (Supplementary Fig. 1c), overfed mice consumed more calories than control mice throughout the entire study (Supplementary Fig. 1d), suggesting that energy expenditure and/or energy excretion may play differential roles in the distinct phases of overfeeding and recovery^21,22^. These findings align with previous rodent studies^13,20,23–26^, highlighting that appetite suppression plays a crucial role in the defense against overfeeding-induced weight gain. Further research is warranted to elucidate the potential involvement of energy expenditure and energy excretion in experimental overfeeding.

**Fig. 1:**
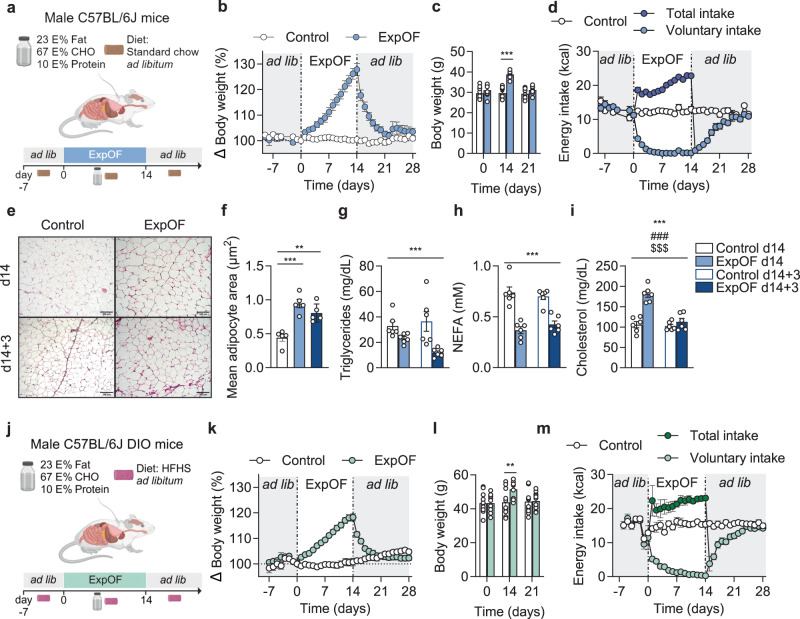
Effects of overfeeding in lean and diet-induced obese mice. **a** Schematic overview of the experimental overfeeding (ExpOF) setup in chow-fed lean mice. Created with BioRender.com. **b** Body weight changes (percentage over baseline) in control (*n* = 12) and ExpOF (*n* = 8) mice. Body weight is set at 100% at d0 (start of ExpOF). **c** Absolute body weight (in grams) of the same mice shown in **b** on day 0, 14, and 21. **d** Daily total (dark blue) and voluntary (light blue) energy intake (in kcal) of the same mice shown in **b**. **e** Representative images of H&E-stained eWAT sections of control and ExpOF mice on d14 and d14 + 3 (*n* = 5), quantified in **f**. Scale bar = 100 µm. **f** Quantitative analysis of adipocyte size in eWAT sections from **e**. **g** Plasma triglycerides (TG + free glycerol) levels (in mg/dL) in control and ExpOF mice on d14 and d14 + 3 (*n* = 6). **h** Plasma NEFA levels (in mM) in control and ExpOF mice on d14 and d14 + 3 (*n* = 6). **i** Plasma total cholesterol levels (in mg/dL) in control and ExpOF mice on d14 and d14 + 3 (*n* = 6). **j** Schematic overview of the ExpOF setup in diet-induced obese (DIO) mice. Created with BioRender.com. **k** Body weight changes (percentage over baseline) in control (*n* = 12) and ExpOF (*n* = 11) DIO mice. Body weight is set at 100% at d0 (start of ExpOF). **l** Absolute body weight (in grams) of same mice shown in **k** on days 0, 14, and 21. **m** Daily total (dark green) and voluntary (light green) energy intake (in kcal) of same mice shown in **k**. Data shown as mean ± SEM with individual values plotted in **c**, **f**–**i**, **l**. *P* values were calculated using 1-way ANOVA and Tukey´s post hoc analysis (**f**), 2-way ANOVA (mixed-effects analysis) using overfeeding and time as factors (**c**, **g**–**i**, **l**). */**/*** was used when *p* < 0.05, *p* < 0.01, *p* < 0.001, respectively, in the post hoc comparisons after ANOVA (**c**, **f**, **l**). */#/$; **/##/$$; ***/###/$$$ were used when *p* < 0.05; *p* < 0.01; *p* < 0.001, for overfeeding/time/interaction effects, respectively (**g**–**i**). *n*: number of mice (biological replicates). Source data are provided as a Source Data file.

Overfeeding increased adipocyte size in epididymal white adipose tissue (eWAT) (Fig. 1e, f) and increased hepatic lipid content (Supplementary Fig. 1e). These changes were sustained for 3 days into the recovery period (d14 + 3) (Fig. 1e, f and Supplementary Fig. 1e). Morphological changes in eWAT and liver coincided with transcriptional changes related to fuel substrate metabolism and adipose extracellular matrix remodeling (Supplementary Fig. 1f, h, i, k). In contrast, no evidence of endoplasmic reticulum (ER) stress or inflammation was observed (Supplementary Fig. 1g, j). This latter observation contrasts with high-fat diet-induced obesity (DIO) in mice, which induces inflammation and ER stress, but is consistent with a previous overfeeding study^20^. Plasma triglyceride levels were reduced by ~50% on day 3 of the recovery period (Fig. 1g). In addition, plasma non-esterified fatty acids (NEFA) levels were decreased by ~50% on d14, and this effect was sustained for 3 days into the recovery period (Fig. 1h). In contrast, total cholesterol was increased by ~80% after overfeeding but was normalized 3 days into the recovery period (Fig. 1i). The decrease in plasma NEFA is also evident in human overfeeding studies^14^, and might reflect preserved insulin sensitivity and thus an increased efficiency to inhibit lipolysis during the diet infusion.

To investigate whether obesity alters the homeostatic defense against overfeeding, we subjected DIO mice to 14 days of intragastric overfeeding with ad libitum access to high-fat diet (Fig. 1j, Supplementary Data 1). DIO mice gained on average ~18% body weight during overfeeding (Fig. 1k), corresponding to ~8 g of absolute weight gain (Fig. 1l), as seen in overfed lean mice (Fig. 1c). Overfed DIO mice returned to baseline body weight 6 days after overfeeding (Fig. 1k), comparable to the duration of weight recovery observed in lean mice (Fig. 1b). Voluntary intake of high-fat diet gradually decreased in DIO mice during overfeeding and was almost completely suppressed by day 10 (Fig. 1m). In contrast, overfed lean mice completely stopped voluntary chow intake after 5 days of overfeeding (Fig. 1d). The delayed suppression of voluntary eating in DIO mice during overfeeding may be related to the increased palatability of the high-fat diet^26^ and/or to their elevated baseline body weight. Overfed DIO mice slowly recovered their appetite and reached baseline levels of voluntary food intake 7 days after overfeeding (Fig. 1m), similar to the pattern observed in overfed lean mice (Fig. 1d). Although lean and obese mice appear to exhibit temporal differences in their hypophagic responses to overfeeding, these data demonstrate that the overall physiological defense against overfeeding-induced weight gain remains intact in DIO mice.

### FGF21 is dispensable for the physiological protection against weight gain

Overfeeding increased circulating levels of glucose, insulin, and leptin, peaking on the final day of overfeeding (Fig. 2a–c). Conversely, plasma ghrelin levels were significantly decreased on d14 (Fig. 2d). While glucose and insulin levels returned to baseline within a day after termination of overfeeding (Fig. 2a, b), plasma leptin levels declined more gradually and reached baseline levels after 3–4 days of recovery (Fig. 2c). Accordingly, the correlation between leptin levels and body weight observed during overfeeding was lost 3–4 days into the recovery period (Supplementary Fig. 2a, b). Of note, this normalization of circulating leptin occurred several days before the full restoration of voluntary food intake (Fig. 1d). Ghrelin levels were no longer suppressed 3 days into the recovery period (Fig. 2d). These findings are consistent with previous rodent overfeeding studies demonstrating a temporal uncoupling between the normalization of circulating levels of insulin, leptin, and ghrelin and the extended duration of the hypophagic recovery period post-overfeeding, which persists beyond the normalization of these hormones^20,23,25^.

**Fig. 2:**
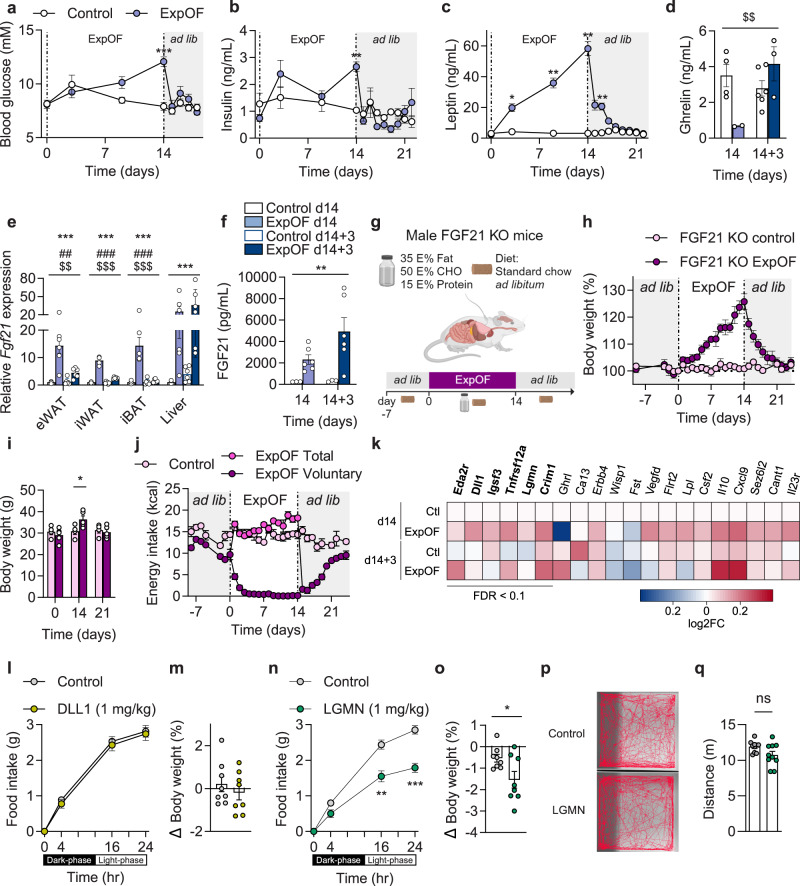
Evaluation of overfeeding-induced changes in potential modulators of energy balance and their role in the response to overfeeding. **a**–**d** Blood glucose (**a**, *n* = 5 per group), plasma insulin (**b**, *n* = 5 per group), plasma leptin (**c**, *n* = 5 per group), and plasma ghrelin (**d**, *n* = 4 Control d14, *n* = 6 Control d14 + 3, *n* = 2 ExpOF d14, *n* = 3 ExpOF d14 + 3) levels at different time points during the overfeeding intervention. **e** *Fgf21* expression in eWAT, iWAT, iBAT, and liver (*n* = 6). **f** Plasma FGF21 levels (*n* = 6). **g** Schematic overview of the ExpOF setup in chow-fed FGF21 KO mice. Created with BioRender.com. **h** Body weight changes (percentage over baseline) in control (*n* = 4) and ExpOF (*n* = 5) FGF21 KO mice. Body weight is set at 100% at d0 (start of ExpOF). **i** Absolute body weight of same mice shown in **h** on day 0, 14, and 21. **j** Daily total (light pink for control mice, dark pink for ExpOF mice) and voluntary (purple for ExpOF mice) energy intake of same mice shown in **h**. **k** Heatmap showing average changes of top 20 regulated proteins (sorted by adjusted *p* value) between control and ExpOF mice at d14 and d14 + 3 (*n* = 6). Heatmap shows fold-changes in normalized protein expression relative to control d14 mice. Red indicates high relative protein abundance and blue indicates low relative protein abundance. Regulated proteins (FDR < 0.1) are highlighted in bold. **l**–**o** Effects on food intake (**l**, **n**), and body weight (**m**, **o**) in C57BL/6 J DIO male mice injected once with 1 mg/kg of DLL1 (**l**, **m**) or LGMN (**n**, **o**) human recombinant proteins or vehicle (*n* = 8 per group). **p**, **q** Open field test running traces (**p**) and total distance (**q**) of chow-fed lean C57BL6/J mice injected with LGMN (1 mg/kg) or vehicle (*n* = 10 per group). Data shown as mean ± SEM with individual values plotted (**d**–**f**, **I**, **m**, **o**, **q**). *P* values were calculated using 2-way ANOVA using overfeeding and time as factors (**a**–**f**, **h**–**j**, **l**, **n**), or unpaired two-tailed Welch’s *t* test (**m**, **o**, **q**). */**/*** was used when *p* < 0.05, *p* < 0.01, *p* < 0.001, respectively, in Welch’s *t* test or post hoc comparison after ANOVA (**a**–**c**, **i**, **l**–**o**). */#/$; **/##/$$; ***/###/$$$ were used when *p* < 0.05; *p* < 0.01; *p* < 0.001, for overfeeding/time/interaction effects, respectively (**d**–**f**). ns: non-significant. *n*: number of mice (biological replicates). Source data are provided as a Source Data file.

These findings also emphasize that unidentified endocrine signals—different from the classical appetite-regulating hormones—might mediate the potent and prolonged hypophagia observed after overfeeding. FGF21 is a hormone that has been linked to weight gain resistance in humans^27^ and several studies have reported that overfeeding increases circulating levels of FGF21^28–30^. Notably, we found a remarkable 10-15-fold induction of *Fgf21* expression in white fat, a 15-fold increase in brown fat, and a 30-40-fold increase in the liver (Fig. 2e), which coincided with elevated plasma FGF21 that were 9.5-fold higher in overfed mice compared to controls at d14 (2315 pg/mL vs 243 pg/mL) (Fig. 2f). Interestingly, plasma FGF21 levels further increased to ~5000 pg/mL 3 days into the recovery phase (Fig. 2f). Given this striking increase in circulating FGF21 levels, we directly tested whether FGF21 acts as an endocrine mediator of the homeostatic response to overfeeding by subjecting FGF21 KO mice to intragastric overfeeding (Fig. 2g). FGF21 KO mice gained on average ~26% weight after 14 days of overfeeding (Fig. 2h), which is equivalent to an increase of ~7 grams (Fig. 2i). Similar to what was observed for WT mice (Fig. 1b, c), overfed FGF21 KO mice returned to baseline body weight ~7 days after termination of overfeeding (Fig. 2h, i). Voluntary intake of the chow diet was suppressed during overfeeding and normalized 7-8 days after overfeeding in FGF21 KO mice (Fig. 2j). These findings demonstrate that although FGF21 is abundantly elevated in response to overfeeding, it is dispensable for the homeostatic protection against overfeeding-induced weight gain.

GDF15 is another hormone that has been linked to regulation of energy balance^31^. We observed a pronounced increase of *Gdf15* mRNA levels in metabolic tissues after two weeks of overfeeding and during the recovery period, most notably an 80-fold increase in the interscapular brown adipose tissue (iBAT) (Supplementary Fig. 2c). However, circulating GDF15 levels were not changed after 14 days of overfeeding and only slightly elevated during the recovery period (Supplementary Fig. 2d), contrasting with the pronounced transcriptional induction of *Gdf15* induced by overfeeding at both time points. The plasma data aligns with human studies, which have failed to identify an increase in circulating GDF15 levels in response to overfeeding^31,32^. Moreover, the plasma levels of GDF15 during and after overfeeding are markedly below the levels known to acutely suppress food intake in mice^33,34^.

### Targeted plasma proteomics identify legumain as a potential modulator of the response to overfeeding

Seeking to identify circulating factors of overfeeding, we employed targeted plasma proteomics and identified 6 proteins that were significantly affected by overfeeding: tumor necrosis factor receptor superfamily member 12 A (TNFRSF12A), delta-like protein 1 (DLL1), immunoglobulin superfamily member 3 (IGSF3), tumor necrosis factor receptor superfamily member 27 (EDA2R), legumain (LGMN) and cysteine-rich motor neuron 1 protein (CRIM1) (Fig. 2k, Supplementary Data 2). To gauge the functional role of these circulating factors of overfeeding on energy balance, the two most upregulated non-receptor proteins (DLL1 and LGMN) were generated recombinantly and administered to DIO male mice. Administration of recombinant DLL1 had no acute effects on food intake or body weight in DIO mice (Fig. 2l, m). Conversely, a single injection of LGMN resulted in a marked reduction in voluntary food intake and body weight after 24 hours (Fig. 2n, o). No obvious signs of sickness were observed in the mice when performing the study. A subsequent open field test in lean mice confirmed that LGMN had no distinct acute adverse effects on locomotor or anxiety-like behavior in the mice (Fig. 2p, q). Whether the pharmacological effects on body weight and food intake also reflect a physiological function of endogenous LGMN should be assessed in future studies.

### Experimental overfeeding has subtle effects on markers of adaptive thermogenesis

While our data indicate that a reduction in food intake is the primary driver of the rapid weight loss following overfeeding in both lean and DIO mice (Fig. 1d, m), the observed alterations in energy efficiency and the total caloric intake (Supplementary Fig. 1c, d) suggest that a concurrent increase in energy expenditure may contribute to the catabolic response upon discontinuation of overfeeding. To probe the potential induction of non-shivering thermogenesis in response to overfeeding, we conducted histological and molecular analyses of adipose tissue and skeletal muscle. Histological analysis of iBAT revealed enlarged lipid droplets in lean mice on d14 (Supplementary Fig. 2e). Overfeeding induced a subtle but persistent increase in *Ucp1* expression in iBAT, lasting for 3 days into the recovery period (Supplementary Fig. 2f). This was accompanied by a 4.5-fold upregulation of *Dio2* expression (Supplementary Fig. 2f), while other thermogenic markers, including *Ppargc1a (Pgc1α), Prdm16*, and *Cidea* were not induced by overfeeding (Supplementary Fig. 2f). In inguinal white adipose tissue (iWAT), we observed a transient 3-fold increase in *Dio2* expression and a 1.5-fold increase in *Prdm16* expression on day 14, but no changes in *Ucp1* and *Pgc1α* mRNA and a decrease in *Cidea* expression at both time points (Supplementary Fig. 2g). Muscle non-shivering thermogenesis markers, including *Ucp3*, *Sln* (sarcolipin), and *Pln* (phospholamban) were downregulated in the quadriceps muscle of overfed lean mice (Supplementary Fig. 2h). These data suggest that adaptive thermogenesis gene programs are activated in brown adipose tissue, but not in muscle, during the hypophagic period in response to overfeeding. However, considering the modest effect sizes, the contribution of overfeeding-induced brown fat thermogenesis appears negligible in comparison to the profound hypophagic response observed during and after overfeeding. Future studies utilizing indirect calorimetry and other measures of heat production in combination with intragastric overfeeding are required to elucidate whether adaptive thermogenesis is involved in the homeostatic defense against overfeeding-induced weight gain.

### Overfeeding triggers transcriptional changes and vascular remodeling in the hypothalamus

To investigate the impact of overfeeding on hypothalamic regulation of energy homeostasis, including the leptin-melanocortin axis, we performed RNA-sequencing on hypothalami from overfed and control wild-type mice on ad libitum chow diet at two time points: after 14 days of overfeeding (d14) and 3 days into the hypophagic recovery period (d14 + 3) (Supplementary Data 3). 

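The hypothalamus data comprise 24 libraries, 1 per mouse, in 4 groups of 6: mice overfed by intragastric infusion (ExpOF) and control mice, each sampled on d14 or on d14+3. The paper uses 23 of them. It removed 1 Control d14 mouse because of poor RNA quality, which leaves 5 mice in that group, and the removed library is Control d14 replicate 4, identified through the mean expression values of Supplementary Data 3. Poly-A selected, stranded libraries were sequenced as paired ends. The authors aligned the reads to mm10 with STAR and counted them on the genes of GENCODE vM22 with featureCounts, and they deposited the raw counts per gene without normalization. The paper's text does not name the strand setting of the counting, so overlap with a gene on the opposite strand is given for each gene described in full.
The total count per library ranged from 10922271 to 34848437 in Control d14 (median 23497732.5), from 8928182 to 33217143 in ExpOF d14 (median 24612295), from 20965168 to 27744316 in Control d14+3 (median 23681785.5) and from 17199077 to 31860266 in ExpOF d14+3 (median 23002523.5). These totals are counts assigned to genes, and every value reported here rests on them. In each library the 10 most abundant genes took between 4.15% and 5.31% of the counts.
According to the sample labels, the mice were killed in a July and a September cohort and the RNA was extracted in 2 rounds, with 3 mice of every group in each cohort and round (Control d14 replicate 4 belongs to the September cohort). Without that library, every September value on d14 has only Control d14 replicates 1 and 5 as controls. The RNA integrity number (RIN) in the labels was 9.75 ± 0.138 (SD, n = 6) in ExpOF d14 and 9.20 ± 0.860 (SD, n = 5) in Control d14, a difference of 0.550 (two-sided exact permutation test, p = 0.219). The July difference on d14 was -0.100 and the September difference 1.50. With Control d14 replicate 4 included, the d14 difference was 0.450 (exact permutation test, p = 0.353). On d14+3 the RIN was 9.43 ± 0.450 (SD, n = 6) in ExpOF and 8.62 ± 1.09 (SD, n = 6) in control mice, a difference of 0.817 (exact permutation test, p = 0.134), with 1.20 in the July and 0.433 in the September cohort. No pair of libraries within a group was a duplicate: over the 60 pairs, the chi-square statistic of the counts per degree of freedom was at least 2.95.
The counts were tested with edgeR's quasi-likelihood test after TMM normalization, with all 4 groups in one fit. Of the 55471 genes counted, 18992 passed edgeR's expression filter. A gene with an adjusted p-value under 0.05 (Benjamini-Hochberg) was called a DEG. Expression levels are given as CPM, the counts scaled to a common library total with TMM factors. Alternatives to the test, the normalization, the libraries included and the filter on low counts were computed as well.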

We detected 165 differentially expressed genes (DEGs) after overfeeding of which 74 were upregulated and 91 were downregulated (Fig. 3a, b). 

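In the comparison of ExpOF d14 (n = 6) with Control d14 (n = 5), 1 of the 18992 genes tested had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. This gene was Npy, and it was lower in ExpOF mice. At an unadjusted p-value under 0.05 there were 5069 genes (26.7% of those tested), of which 2492 were higher and 2577 lower in ExpOF mice. After Npy, the second smallest adjusted p-value was 0.115. With Control d14 replicate 4 included, 1 of 18767 genes was called, again Npy, and 7178 genes had an unadjusted p-value under 0.05. Within the July cohort 0 genes were called (3495 at an unadjusted p-value under 0.05), and within the September cohort 0 genes (858 unadjusted). The alternative that moved the number of DEGs at d14 most was leaving out Control d14 replicate 1, which gave 4220 DEGs, 2313 of them higher in ExpOF mice. Leaving out Control d14 replicate 3 gave 3 DEGs, all lower in ExpOF mice, namely Npy, Agrp and Ptgds, and each of the 9 fits without another library gave 1. The Wald test of DESeq2, the method named by the paper, gave 167 DEGs, 97 of them higher.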

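In the comparison of ExpOF d14+3 (n = 6) with Control d14+3 (n = 6), 0 of the 18992 genes tested had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 1350 genes (7.11%) had an unadjusted p-value under 0.05, 552 higher and 798 lower in ExpOF mice. No library left out of either group gave a DEG. Within the July cohort 1530 genes and within the September cohort 576 genes had an unadjusted p-value under 0.05, with 0 DEGs in each. The Wald test of DESeq2 gave 42 DEGs, 3 of them higher in ExpOF mice, and the edgeR fit with RIN as a covariate gave 26, 5 of them higher.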

We detected 48 DEGs in the recovery phase between overfed and control mice of which 4 were upregulated and 44 were downregulated (Fig. 3a, c, Supplementary Data 3). 

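At the adjusted threshold, 0 genes were called by edgeR on both days. At an unadjusted p-value under 0.05, 503 genes changed on both days, and 490 of them changed in the same direction. Correlation of log2 fold changes between days, computed across the 18992 genes, was 0.295 (Pearson) and 0.49 (Spearman). Genes are not independent replicates, so the reference was 100 groupings of the mice, in which diet was redrawn within each day and the real grouping was included. Of these, 16 gave a Pearson correlation as large and 6 a Spearman correlation as large. With Control d14 replicate 4 included, the Pearson correlation was 0.386. It was 0.491 within the July cohort and -0.164 within the September cohort, where Control d14 replicates 1 and 5 were the only d14 controls. The relation was thus not seen in both cohorts, but the September value rests on few mice.
A test of the difference between the days, the overfeeding-by-day interaction in the same edgeR fit, gave 0 of 18992 genes at an adjusted p-value under 0.05. At an unadjusted p-value under 0.05 there were 840 genes (4.42%), and the smallest adjusted p-value was 0.903. DESeq2 on genes with at least 50 counts in at least 5 libraries, a filter chosen after the data were seen because it gives the mean expression values of Supplementary Data 3, called 4 genes on both days. These were Npy, Zfp455, Zfas1 and 2410006H16Rik, and in the edgeR fit each of them changed in the same direction on both days, in the July and in the September cohort alike. The log2 fold changes on d14 and d14+3 were 0.48 and 0.45 for Zfp455 (ENSMUSG00000051037, chromosome 13), -0.54 and -0.53 for Zfas1 (ENSMUSG00000074578, chromosome 2) and -0.55 and -0.58 for 2410006H16Rik (ENSMUSG00000086841, chromosome 11). Over the 14 alternatives, the d14 value of Zfp455 ran from 0.28 to 0.59. That of Zfas1 ran from -1.11 to -0.18 and that of 2410006H16Rik from -1.07 to -0.17. The values of -1.11 and -1.07 came from the fit with all 24 libraries, and Control d14 replicate 4 had 201 and 84.9 CPM of these 2 genes. Zfas1 and 2410006H16Rik overlap small nucleolar RNA genes on the same strand, so counts can be shared between them.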

The minimal overlap in DEGs between the overfeeding and recovery phases with only 4 shared genes (Fig. 3a) suggests that these periods are characterized by distinct molecular changes in the hypothalamus. This finding supports the notion that the physiological defense against overfeeding-induced weight gain might involve divergent central nervous system (CNS) mechanisms with some being engaged during and others after overfeeding. In addition to the persistent suppression of *Npy* expression observed not only during the 14-day overfeeding period but also extending into the recovery phase (Fig. 3b–d), we identified changes in the expression of other genes involved in the leptin-melanocortin circuit, including a decrease in *Agrp* expression and an increase in *Stat3* expression after 14 days of overfeeding (Fig. 3b, d). 

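Npy (ENSMUSG00000029819, chromosome 6 of mm10 from 49822710 to 49829507, overlapping no other annotated gene) encodes neuropeptide Y, an orexigenic peptide of arcuate neurons. On d14 its level was 11.3 ± 1.32 CPM (SD, n = 6) in ExpOF mice and 24.3 ± 4.17 CPM (SD, n = 5) in control mice. The log2 fold change was -1.10 (standard error 0.121, adjusted p = 4.69e-05 from edgeR's quasi-likelihood test), and every ExpOF mouse was below every control mouse (two-sided exact permutation test, p = 0.00216, the smallest that 6 mice against 5 allow). Control d14 replicate 4, which the paper left out, had 51.6 CPM. With it the control level was 28.7 ± 11.8 CPM (SD, n = 6) and the log2 fold change -1.33 (adjusted p = 0.00191). The log2 fold change of Npy at d14 was -1.05 in the July cohort (adjusted p = 0.240) and -1.14 in the September cohort (adjusted p = 0.639). Over the 14 alternatives computed for this gene the log2 fold change lay between -1.33 and -0.85 and the adjusted p between 1.88e-14 and 0.639.
On d14+3, Npy was at 12.0 ± 1.53 CPM (SD, n = 6) in ExpOF and at 17.6 ± 2.78 CPM (SD, n = 6) in control mice, a log2 fold change of -0.56 (standard error 0.116). The groups differed beyond the replicate spread as a single comparison (exact permutation test, p = 0.00433), whereas the p-value adjusted over all genes was 0.206 with edgeR, 0.0108 with DESeq2 and between 0.00873 and 1.00 over the 14 alternatives. In the July cohort the log2 fold change was -0.60 and in the September cohort -0.51.
Agrp (ENSMUSG00000005705, chromosome 8 from 105566698 to 105637393) encodes agouti-related protein. The annotated gene overlaps 7 other genes, 5 of them on the opposite strand. On d14 its level was 4.62 ± 0.603 CPM (SD, n = 6) in ExpOF and 8.60 ± 2.30 CPM (SD, n = 5) in control mice, a log2 fold change of -0.90 (standard error 0.176, adjusted p = 0.117 from edgeR), and the groups did not overlap (exact permutation test, p = 0.00216). It was past the threshold with DESeq2 (adjusted p = 0.00385) and in the edgeR fits without Control d14 replicate 1 (log2 fold change -0.97, adjusted p = 0.0173) or without Control d14 replicate 3 (adjusted p = 0.0390). The fit without Control d14 replicate 1 called 4220 genes in all. The left-out library had 16.6 CPM, and with it the log2 fold change was -1.08 (adjusted p = 0.0633). The July and September values were -0.83 and -0.91, and the adjusted p over the alternatives ran from 0.00385 to 0.872. On d14+3, Agrp did not differ beyond the replicate spread, at 4.60 ± 1.10 CPM (SD, n = 6) in ExpOF and 5.13 ± 1.16 CPM (SD, n = 6) in control mice (exact permutation test, p = 0.394).
Stat3 (ENSMUSG00000004040, chromosome 11 from 100885098 to 100939404) encodes a transcription factor of leptin receptor signalling and overlaps Stat5a, which lies on the opposite strand. On d14 its level was 94.6 ± 2.53 CPM (SD, n = 6) in ExpOF and 84.2 ± 4.72 CPM (SD, n = 5) in control mice. Its log2 fold change was 0.17 (standard error 0.0455, adjusted p = 0.135 from edgeR), again without overlap of the groups (exact permutation test, p = 0.00216). DESeq2 gave an adjusted p of 0.0203, and the edgeR fit without Control d14 replicate 1, which called 4220 genes in all, gave a log2 fold change of 0.20 (adjusted p = 0.0200). The left-out library had 61.4 CPM, and with it the log2 fold change was 0.24 (adjusted p = 0.0633). It was 0.22 in the July cohort and 0.096 in the September cohort, and the adjusted p over the alternatives ran from 0.0203 to 0.872. On d14+3 the levels were 86.9 ± 3.30 CPM (SD, n = 6) and 81.0 ± 2.97 CPM (SD, n = 6), a log2 fold change of 0.10 (adjusted p = 0.640; exact permutation test of the single comparison, p = 0.00866).

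**Figure D1:**
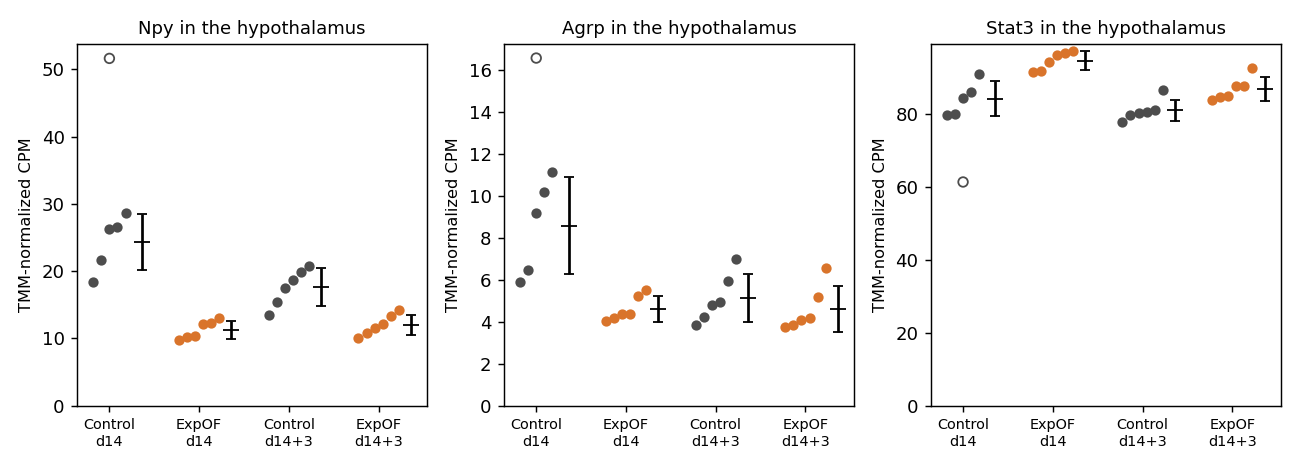
Expression of Npy, Agrp and Stat3 in the hypothalamus, in TMM-normalized CPM, for each library by group. Filled points are the 23 libraries used by the paper, the open circle is Control d14 replicate 4, and the bars give the mean ± SD over the filled points. For all 3 genes the filled points of ExpOF d14 and Control d14 do not overlap, and the open circle lies beyond the other controls, at 51.6 CPM for Npy.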

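Gene sets were tested with camera (preset inter-gene correlation of 0.01) on the edgeR fit, over 33 sets on both days, which makes 66 tests with one Benjamini-Hochberg adjustment. The sets were written by hand from gene symbols, in place of Gene Ontology terms. On d14, 11 sets and on d14+3, 9 sets had an adjusted p-value under 0.05. With the rotation test fry, and with camera and a correlation estimated from the libraries, 0 sets had one, and the smallest adjusted p-values were 0.0547 and 0.291.
The 87 cytosolic ribosomal protein genes were lower in ExpOF mice on both days. Their mean log2 fold change was -0.35 on d14, with 87 of 87 genes lower (adjusted p = 3.71e-19 from camera), and -0.39 on d14+3, with 84 of 87 lower (adjusted p = 3.43e-62). The fit with all 24 libraries gave -0.90 on d14. With a score for the expression profile of the left-out library as a covariate, an alternative added after the data were seen, the d14 value changed sign to 0.018. The values were -0.41 on d14 and -0.59 on d14+3 in the July cohort and -0.22 and -0.21 in the September cohort. Averaged per library, the mean log2 CPM of the set differed by -0.32 on d14 (two-sided exact permutation test over the mice, p = 0.0671) and by -0.39 on d14+3 (p = 0.0108 from the same exact test), where 5 of 6 ExpOF mice were below every control mouse. After adjustment over the 66 such permutation tests, the smallest p was 0.143.
The 97 nuclear genes of the respiratory chain and ATP synthase (nuclear OXPHOS) had a mean log2 fold change of -0.29 on d14 (95 genes lower, adjusted p = 6.26e-16 from camera) and of -0.24 on d14+3 (92 genes lower, adjusted p = 2.31e-27). Per library, the differences were within what regrouping the mice gives (exact permutation test, p = 0.0779 on d14 and p = 0.0801 on d14+3). The July and September values were -0.34 and -0.22 on d14, and -0.37 and -0.12 on d14+3. All 24 libraries gave -0.79 on d14. The score covariate changed the sign on d14, to 0.055.
The 67 synapse assembly genes had a mean log2 fold change of 0.15 on d14 (53 genes higher, adjusted p = 1.79e-08; exact permutation test per library, p = 0.0152) and of 0.044 on d14+3 (46 genes higher, adjusted p = 0.0763; exact permutation test, p = 0.307). The 60 dendrite and spine development genes had 0.14 on d14 (47 genes higher, adjusted p = 4.51e-07; exact permutation test, p = 0.0195) and 0.047 on d14+3 (48 genes higher, adjusted p = 0.0333; exact permutation test, p = 0.279). On d14 the increase held within each cohort, with 0.20 and 0.18 for the 2 sets in July and 0.097 and 0.076 in September. With length and GC trends removed, a correction chosen after the data were seen, the differences per library were smaller, 0.051 with 6 of 6 ExpOF mice above every control (exact permutation test, p = 0.00216, adjusted over 66 tests 0.0475) for synapse assembly and 0.060 with 5 of 6 (exact permutation test, p = 0.00866, adjusted 0.114) for dendrite and spine development. With the score covariate, also chosen after the data were seen, the increase did not pass the threshold, with 0.030 (adjusted p = 0.185 for Synapse assembly at d14) and 0.021 (adjusted p = 0.282 for Dendrite and spine development at d14). Camera also called these 2 sets in 53 and 54 of 99 other groupings of the mice on d14. On d14+3 the increase did not hold within each cohort: the values were 0.10 and 0.11 in July and -0.021 and -0.023 in September. With all 24 libraries the d14 values were 0.23 for both sets, and the dendrite and spine set on d14+3 was no longer past the threshold (0.040, adjusted p = 0.128).

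**Figure D2:**
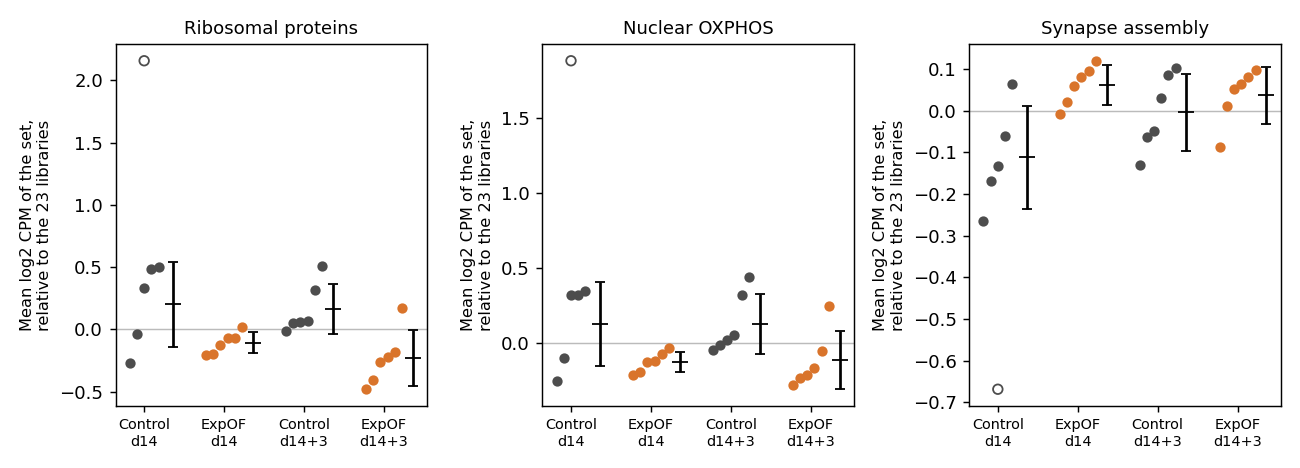
Mean log2 CPM over the ribosomal protein, nuclear OXPHOS and synapse assembly genes in each library by group, relative to the mean of the 23 libraries. Filled points are the libraries used by the paper, the open circle is Control d14 replicate 4, and the bars give the mean ± SD over the filled points. The open circle lies at 1.88 for nuclear OXPHOS, at -0.67 for synapse assembly and above every filled point for the ribosomal proteins.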

Gene Set Enrichment Analysis (GSEA) revealed a positive enrichment score in pathways related to neuronal development, signaling and plasticity in response to overfeeding and during recovery (Fig. 3e, Supplementary Data 4), and a negative enrichment score in pathways related to ribosomal biogenesis and assembly, and mitochondrial oxidative phosphorylation (Fig. 3e). These results indicate that overfeeding induces transcriptional changes in hypothalamic hunger signaling pathways, neuronal plasticity, and mitochondrial bioenergetics.

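Of the 17 hand-listed genes of the leptin-melanocortin circuit, 3 had a p-value under 0.05 on d14 when adjusted over the list alone (Npy, 4.20e-08; Agrp, 0.000263; Stat3, 0.00598), against 1 when adjusted over all genes tested, and 5 at an unadjusted p-value under 0.05. On d14+3, 1 gene was under 0.05 when adjusted over the list alone (Npy, 0.00111), against 0 over all genes and 3 unadjusted. The list holds genes that the paper names from these libraries, so its own adjustment is not independent evidence for them. The 8 genes encoded by the mitochondrial genome that passed the filter moved against the nuclear OXPHOS genes on d14, with a mean log2 fold change of 0.28 (8 of 8 higher, adjusted p = 0.000654 from camera), 0.28 in the July and 0.28 in the September cohort, and 0.36 with all 24 libraries. On d14+3 their mean was 0.027 (adjusted p = 0.763 from camera). Per library, the d14 rise was 0.29 (exact permutation test, p = 0.0108, adjusted over 66 tests 0.161). With the profile of the left-out library removed, it was 0.052 (exact permutation test, p = 0.494). Camera also called this set in 34 of 99 other groupings of the mice on d14. From its results, the paper proposes that overfeeding induces changes of transcription in hunger signaling, in neuronal plasticity and in mitochondrial bioenergetics.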

**Fig. 3:**
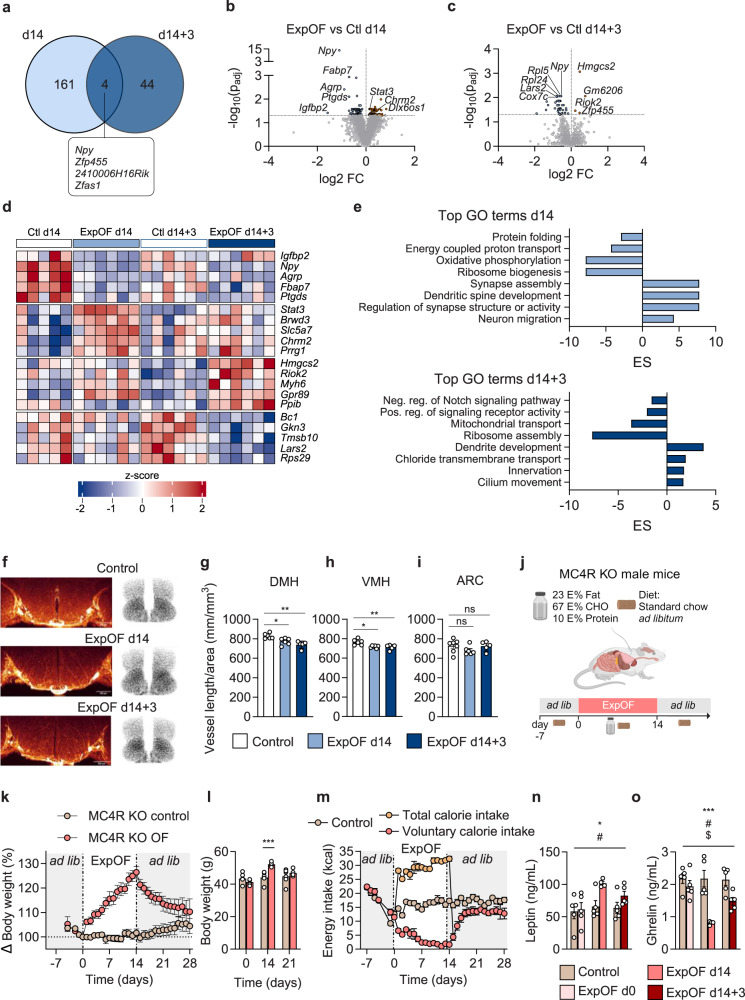
Hypothalamic signaling and role of MC4R in overfeeding. **a** Venn diagram depicting differentially expressed genes (DEGs) in the hypothalamus of ExpOF mice between d14 and d14 + 3 (Control d14 *n* = 5, ExpOF d14 *n* = 6, Control d14 + 3 *n* = 6, ExpOF d14 + 3 *n* = 6). **b**, **c** Volcano plots displaying the log_2_ fold change (FC) vs. –log_10_ of the adj *P* value (*P*_adj_) for all genes in the comparison ExpOF vs Control on d14 in **b** and on d14 + 3 in **c**. Contrasts were made with DEseq2 using Wald test and adjusted for multiple comparisons. Significant DEGs are represented with closed blue circles for downregulation and orange circles for upregulation. Selected genes are highlighted. **d** Heatmap showing expression of selected DEGs in the hypothalamus on d14 and d14 + 3. **e** Gene set enrichment analysis of GO biological pathways in ExpOF vs control mice on d14 and d14 + 3. ES enrichment score. **f** Representative iDISCO 3D images of high-resolution hypothalamic areas and schematic visualization of analyzed areas. **g**–**i** Quantitative measurement of vessel length relative to area in DMH (**g**), VMH (**h**), and ARC (**i**) of control (*n* = 7), ExpOF d14 (*n* = 6) and ExpOF d14 + 3 (*n* = 5). **j** Schematic overview of the ExpOF setup in chow-fed MC4R KO mice. Created with BioRender.com. **k** Body weight changes during ExpOF of control (*n* = 6) and ExpOF (*n* = 5) MC4R KO mice. **l** Absolute body weight of same MC4R KO mice shown in **k** on day 0, 14 and 21. **m** Daily voluntary energy intake of same MC4R KO mice shown in **k**. Total daily energy intake of ExpOF MC4R KO mice is shown with orange dots. **n**, **o** Plasma leptin (**n**) and plasma ghrelin (**o**) levels at baseline, on d14 and in the recovery phase in control and ExpOF MC4R KO mice (*n* = 5 in controls, *n* = 5 in ExpOF except at d14 where *n* = 4). Data shown as mean ± SEM with individual values plotted (**g**–**i**, **l**, **n**, **o**). *P* values were calculated using 1-way ANOVA (**g**–**i**), or 2-way ANOVA using overfeeding and time as factors (**l**, **n**, **o**). */#/$; **/##/$$; ***/###/$$$ were used when *p* < 0.05; *p* < 0.01; *p* < 0.001, for overfeeding/time/interaction effects, respectively (**n**, **o**), or */**/*** for individual post hoc comparisons after ANOVA. *n*: number of mice (biological replicates). Source data are provided as a Source Data file.

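The heatmap of Fig. 3d shows 20 genes in 4 blocks of 5, lower or higher in ExpOF mice on d14 and lower or higher on d14+3. In the edgeR fit, all 5 genes of every block had the direction of their block and an unadjusted p-value under 0.05. In the d14 block of lower genes, log2 fold changes ran from -1.57 to -0.70 and adjusted p-values up to 0.135, with 1 gene (Npy) under 0.05. The largest of these changes, -1.57 for Igfbp2, became -0.84 without Control d14 replicate 5. In the d14 block of higher genes, log2 fold changes ran from 0.17 to 0.93 and every adjusted p-value was 0.135. The d14+3 block of lower genes had log2 fold changes from -1.39 to -0.80 with adjusted p-values from 0.218 to 0.275, and the block of higher genes 0.16 to 0.71 with adjusted p-values up to 0.413. The largest change of this last block, 0.71 for Myh6, ran from 0.42 to 0.81 over the 12 fits that each left out 1 library. ExpOF d14+3 replicate 1 had 13.4 CPM of Myh6, and the next mouse of its group 7.68 CPM. The groups did not overlap for 3, 3, 3 and 2 genes of the 4 blocks, in this order. By chance, 0.433% of genes would show no overlap on d14 (6 mice against 5) and 0.216% on d14+3 (6 against 6), but these shares do not apply to genes picked for their difference. The paper chose the 20 genes from these same libraries, so their direction, p-values and lack of overlap are not independent evidence. On the day other than that of their block, 4, 4, 5 and 4 genes changed in the same direction, with 2, 1, 1 and 2 of the 5 at an unadjusted p-value under 0.05. In the part of Supplementary Data 3 that was read, the paper's adjusted p-values of Brwd3 (0.0518), Slc5a7 (0.0687) on d14 and of Gpr89 (0.0727), Myh6 (0.0727) and Ppib (0.0728) on d14+3, which Fig. 3d shows in the blocks of these days, are above 0.05.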

Hypercaloric diets are reported to elicit cytoarchitectural rearrangements in the hypothalamus, including inflammation and chronic hypervascularization^35,36^. Here, we employed iDISCO 3D imaging, which enables the detection of blood vessel coverage and length relative to the area size of different hypothalamic nuclei: the arcuate nucleus (ARC), the dorsomedial nucleus of the hypothalamus (DMH), and the ventromedial nucleus of hypothalamus (VMH) (Fig. 3f, Supplementary Fig. 3). We observed a small but significant reduction in vessel coverage and length in DMH and VMH of overfed mice at peak of overfeeding and during the recovery phase (Fig. 3g, h, Supplementary Fig. 3). In contrast, no differences in vessel length or coverage were observed in the ARC (Fig. 3i Supplementary Fig. 3).

### MC4R is not required for the defense against experimental weight gain

To evaluate the importance of the hypothalamic melanocortin system in the homeostatic response to overfeeding, we overfed MC4R KO mice while allowing ad libitum access to a chow diet (Fig. 3j, Supplementary Data 1). MC4R KO mice gained an average of ~26% body weight in response to 14 days of overfeeding (Fig. 3k), corresponding to an average absolute gain of ~11 grams (Fig. 3l). This weight gain was comparable to that observed in overfed lean (Fig. 1c) and slightly higher than in DIO mice (Fig. 1l). After overfeeding, MC4R KO mice gradually lost weight, approaching close to baseline levels 11-14 days post-overfeeding (Fig. 3k). This contrasts with lean mice and DIO mice, which had fully returned to baseline body weight within 7 and 6 days, respectively (Fig. 1b, k, Supplementary Fig. 4a). Voluntary chow intake returned close to baseline levels after 6 days in overfed MC4R KO mice (Fig. 3m), slightly earlier than in overfed lean and DIO mice (Fig. 1d, m, Supplementary Fig. 4b). Yet, the voluntary food intake in MC4R KO mice remained just below the level observed in control MC4R KO mice (Fig. 3m). Overfeeding led to elevated plasma leptin levels in MC4R KO mice (Fig. 3n) and a sustained reduction in circulating ghrelin levels that partially persisted for 3 days into the recovery period (Fig. 3o). These findings suggest that while MC4R signaling contributes to the speed of weight loss after experimental overfeeding, it is not essential for the homeostatic recovery of body weight.

## Discussion

In the present study, we established an automated intragastric overfeeding paradigm in mice to interrogate the physiological and molecular mechanisms that protect against overfeeding-induced weight gain. We found that two weeks of overfeeding resulted in a rapid and pronounced weight gain associated with a profound and sustained suppression of voluntary food intake. This hypophagic response is likely the major defense mechanism that effectively counters the increase in body weight. We also show that the homeostatic defense against overfeeding-induced weight gain is unperturbed in high-fat diet-induced obesity and that MC4R deficiency extends the time it takes before body weight is recovered following overfeeding. We demonstrate that FGF21, while markedly elevated in response to overfeeding, is not essential for the homeostatic response against overfeeding-induced weight gain. Finally, we identify circulating proteins linked to overfeeding and take the initial steps to assess their potential role in body weight regulation, setting the stage for future studies.

High-fat diet (HFD)-induced obesity in male C57BL6 mice is the most established preclinical obesity model^13,37^. Over the course of 3–5 months of HFD-feeding (typically 45–60% energy from fat), mice develop severe obesity coinciding with dyslipidemia and insulin resistance^37^. Resistance to the anorexic effects of exogenous leptin is another hallmark of DIO in mice, and this has been associated with a series of cellular and molecular abnormalities in the hypothalamus, including ER stress^38^, inflammation^36^, and hypervascularization^39^. Irrespective of the pervasive metabolic abnormalities and disturbances in hypothalamic signaling induced by prolonged high-fat feeding, we demonstrate here that DIO mice efficiently defend themselves against overfeeding-induced weight gain. This is surprising given the aforementioned abnormalities in regulatory mechanisms of energy homeostasis but emphasizes that the protection against experimental weight gain is intact in obese animals.

Although frequently used interchangeably in the literature^13^, substantial distinctions exist between HFD-induced obesity and intragastric overfeeding. DIO emerges slowly and does not seem to be effectively counteracted by weight gain defense mechanisms. In contrast, intragastric overfeeding enables an energetic surplus beyond the animal’s voluntary consumption, even of the most palatable diet^40^. Notably, whereas voluntary HFD feeding appears to devaluate low-fat chow diet^41^, intragastric overfeeding of a high-fat liquid diet seems to increase the intake of low-palatable food^26^. Further research is warranted to understand whether intragastric infusion of excess calories through a hypercaloric liquid diet induces a devaluation of chow, similar to the effect observed in mice exposed to HFD. Previous studies have shown that long durations of high-fat diet feeding can lead to persistent metabolic and physiologic changes, even after the obesogenic diet is removed^42^. Only a few studies have explored persistent effects after experimental overfeeding ceases, for example, on adipose tissue remodeling^13^. Despite technical challenges linked to prolonged intragastric overfeeding, future research should consider conducting long-term comparisons between HFD-induced obesity and overfeeding-induced obesity. Furthermore, investigating the impact of varying macronutrient compositions in the overfeeding diet could provide valuable insights into how different dietary components influence weight gain defense mechanisms.

We establish FGF21 as a prominent marker of mouse overfeeding, demonstrating its robust induction in liver, white and brown adipose tissues, and plasma. Previous work has indicated a role for FGF21 in overfeeding^27,29,30,43^, and encouraged by the sustained elevation of circulating FGF21 during the recovery period after overfeeding; we functionally evaluated the importance of FGF21 in the homeostatic defense against experimental overfeeding. However, we found that FGF21 KO mice subjected to intragastric overfeeding exhibited weight gain and recovery patterns similar to those of wild-type mice. These observations align with the notion that unidentified endocrine factors mediate the anorectic response to overfeeding^15^. Using a targeted mouse proteomics panel evaluating changes in 92 proteins in response to overfeeding, we identified legumain (LGMN) as an upregulated plasma protein in response to overfeeding in mice. We demonstrate that a single subcutaneous injection of LGMN lowers body weight and food intake in DIO mice. Being a protease, LGMN might exert these effects by cleaving and/or modulating the activity of other proteins involved in energy homeostasis. Alternatively, LGMN might influence body weight regulation by modulating the reabsorption and lysosomal digestion of macromolecules in the kidney, potentially affecting energy balance^44^. Further research is needed to elucidate the precise role of LGMN in body weight regulation and obesity pathogenesis. However, the potential pharmacotherapeutic exploitation of LGMN for weight loss is discouraged due to its involvement in mechanisms underlying cancer and neurodegenerative diseases^45,46^. As we continue to expand the scope of plasma proteomics in the context of overfeeding, it is crucial to evaluate potential factors using a combination of pharmacological approaches, loss-of-function, and gain-of-function genetic models, and intragastric overfeeding.

The partial involvement of MC4R in weight recovery following overfeeding, along with extensive changes in hypothalamic gene expression and vascularization, strongly indicate that hypothalamic feeding circuits play a crucial role in regulating the upper boundary of weight homeostasis. *Npy* was notably one of the most regulated transcripts, exhibiting suppression both after 14 days of overfeeding and 3 days into the recovery phase. 

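Ranked by p-value among the 18992 genes tested, Npy was number 1 on d14 and number 6 on d14+3. Ranked by the size of the log2 fold change it was number 102 on d14 and number 633 on d14+3. Low counts give large fold changes by chance, and among the 14173 genes with a mean of at least 50 counts per library its rank by size was 19 on d14 and 120 on d14+3.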

The persistent suppression of *Npy* expression is noteworthy, given the lack of energy infusion and low voluntary food intake during the recovery period. 

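Between d14 and d14+3, the level of Npy changed by 0.721 CPM in ExpOF mice, from a range of 9.80 to 13.0 CPM to a range of 10.0 to 14.2 CPM (n = 6 on each day; two-sided exact permutation test, p = 0.398, Benjamini-Hochberg adjusted over 6 comparisons 0.478). In control mice it changed by -6.63 CPM, from a range of 18.3 to 28.6 CPM (n = 5) to a range of 13.5 to 20.8 CPM (n = 6; exact permutation test, p = 0.0173, adjusted 0.0346). The change was 0.622 CPM in ExpOF and -5.76 CPM in control mice of the July cohort, and 0.820 and -7.40 CPM in the September cohort. The left-out library had a higher Npy level than any other Control d14 library. Tested as the overfeeding-by-day interaction, the log2 fold change of Npy was 0.54 closer to 0 on d14+3 than on d14 (unadjusted p = 0.00353 from edgeR, adjusted p = 0.903 over all genes tested).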

While *Npy* expression typically increases during prolonged fasting^47–49^, it paradoxically remains suppressed during the weight recovery period, suggesting the existence of a signal that overrides the usual NPY regulation. Although leptin is known to inhibit hypothalamic *Npy* expression, the normalization of plasma leptin 3 days into the recovery, when *Npy* mRNA is still downregulated, suggests that leptin is not solely responsible for this effect. This observation aligns with previous studies implying that leptin is not an exclusive mediator of the protection against overfeeding-induced weight gain^23,25,50,51^, including an overfeeding study using leptin-deficient *ob/ob* mice^20^. In this study, *ob/ob* mice exhibited defense against overfeeding-induced weight gain despite maintaining low and stable blood leptin levels (via mini-pump infusion)^20^. MC4R is a well-established integrator of POMC/CART and AgRP/NPY neuronal activity in feeding regulation. While leptin is a key hormonal regulator of these neuropeptide-expressing hypothalamic neurons, they also respond to other endocrine signals and receive extensive neural input from other brain regions^52^. Thus, overfeeding of MC4R KO mice enabled us to study the necessity of this central receptor within the hypothalamic melanocortin axis for the anorectic response to overfeeding. Although MC4R-deficient mice exhibited a slower weight loss following overfeeding, they ultimately returned close to the body weight of control mice. This suggests that although MC4R somehow modulates the rate of weight recovery, the main mechanism(s) that lowers body weight after overfeeding acts independently of MC4R activation. This finding contrasts with a previous overfeeding study, which found increased *Pomc* expression in the arcuate nucleus of overfed rats and showed a complete abrogation of the post-overfeeding hypophagic response with the administration of an MC3R/MC4R antagonist^53^. Since MC3R is also important for body weight regulation and for defending against perturbations in energy balance^54,55^, additional work is required to parse the relative importance of specific components of the leptin-melanocortin circuit to the homeostatic defense against overfeeding in rodents.

Three-dimensional cytoarchitectural analysis revealed a decrease in hypothalamic vascularization of overfed mice. This finding contrasts with previous studies demonstrating hypothalamic hypervascularization in HFD-induced obesity^35,39^. This discrepancy might reflect differences between voluntary HFD-induced obesity and intragastric overfeeding-induced obesity. Alternatively, subtle temporal differences in study design might explain these dissimilar observations, suggesting a transient decrease in vascularization as an initial response to a hypercaloric diet, potentially reflecting an adaptive mechanism to limit nutrient delivery to specific brain regions.

In conclusion, our findings demonstrate that the homeostatic defense against a controlled weight gain induced by intragastric overfeeding remains intact in obese mice and that the rate by which body weight is recovered after overfeeding is slowed down in MC4R-deficient mice. Furthermore, we demonstrate that FGF21 is dispensable for the anorectic response to overfeeding. Lastly, we show that overfeeding increases circulating levels of LGMN, a protease previously unexplored in the context of obesity. Future studies should investigate whether endogenous LGMN acts as a physiological regulator of energy homeostasis. Our mouse studies unveil that the administration of exogenous LGMN can lower food intake and body weight in DIO mice. This underscores the promise of overfeeding studies as a powerful approach to discovering drug targets for obesity prevention and treatment.

## Methods

### Animals

All mouse studies were conducted at the University of Copenhagen, Denmark, and carried out in accordance with regulations regarding the care and use of experimental animals that were approved by the Danish Animal Experimentation Inspectorate (2018-15-0201-01457). Wild-type (WT) male C57BL/6 J (Janvier, FR) mice, melanocortin 4 receptor (MC4R) knockout mice (The Jackson Laboratory, stock no. 032518, *Mc4r*^tm1Lowl^), and fibroblast growth factor 21 (FGF21) knockout mice (*Fgf21*^*tm1.1Djm*^, The Jackson Laboratory, stock no 033846, available at the CBMR) were used. All experiments were done at 22°C with a 12:12 h light-dark cycle (6am-6pm). Mice had ad libitum access to water and chow diet (SAFE D30, Safe Diets, France, 14% energy from fat, 60% energy from carbohydrates, 26% energy from protein), or when indicated to high-fat high sucrose diet (HFD) (D12331, 58% energy from fat, Research Diets, USA). All mice were single-housed after surgery and during experimental overfeeding and recovery. Mice were euthanized by cervical dislocation, unless trunk blood was collected at the end of the experiment, in which case mice were euthanized by decapitation.

### Experimental overfeeding

#### Surgery

Protocol modified from Ueno et al., 2012 and Ravussin et al. 2018^20,56^. Mice were anaesthetized with 3–4% isoflurane in a gas chamber using SomnoSuite Low-Flow Anesthesia System (Kent Scientific Corporation, USA). Additional systemic (carprofen, 5 mg/kg) and local analgesia were applied on incision sites (lidocaine, 1 mg/mL) before surgery. A longitudinal abdominal incision was made to access the gastric ventricle, and a purse suture was placed above the fundus. The ventricle was punctured in the center of the suture, and an adapted 22ga catheter was inserted in the ventricle (BTPU-040, Instech Laboratories, USA). The suture was tightened and secured, and the catheter was pulled through the abdominal muscle. The abdominal incision was closed with a continuous suture. The catheter end was pulled under the skin to the back of the neck and attached to a 22ga vascular access button (VABM1B/22, Instech Laboratories, USA). The dorsal neck skin incision was closed with a mattress suture. Mice were placed in their cage over a heating pad until recovery of consciousness. Mice were injected subcutaneously with the analgesic carprofen (5 mg/kg) the next two days after the surgery and allowed to recover for at least five weeks before proceeding with overfeeding.

#### Automated overfeeding

All mice were monitored daily for 1 week prior to being randomized in groups. During this week, daily food intake and body weight were measured to use as baseline data and for calculating energy demands in the overfeeding period. On day −2, 48 hours before starting the overfeeding, mice were connected to infusion pumps (704500, 704501, 703005, 703024, Harvard apparatus, USA) using 22ga tethers with springs (VABM1T/22, Instech Laboratories, USA), polyethylene tubing (BTPE-50, Instech Laboratories, USA), multi-axis lever arms (SMCLA, Instech Laboratories, USA), 22ga swivels (375/22PS, Instech Laboratories, USA) and syringes with luer lock tip (10 mL syringes, 302995; and 20 mL syringes, 302830, Becton and Dickinson, USA). During these 48 hours, the mice were infused with sterile water using the same flow rate as on the first day of overfeeding (Supplementary Data 1).

On day 0, mice in the overfeeding group (ExpOF mice) were infused with a commercial liquid diet (584421, Nutridrink Vanilla, Nutricia, Netherlands) that was supplemented with 20% (w/v) sucrose (S0389, Sigma-Aldrich, USA). The addition of sucrose increased the caloric content of the liquid diet from 1.5 kcal/mL to 2.3 kcal/mL (fats 23 E%, Carbohydrates 67 E%, protein 10E%). To calculate the flow rate of diet infusion, the daily food intake of the chow (3.389 kcal/g) during the baseline period was averaged for all the mice and divided by the caloric density of the diet (2.3 kcal/mL) (macronutrient composition stated in Supplementary Data 1). The flow rate was increased gradually until reaching 150% of energy infusion on day 9 (Supplementary Data 1). The mice were automatically infused and remained connected to pumps 23 hr/day (Supplementary Fig. 1A). Specific flow rates, daily volume infused, and daily caloric infusion are indicated in Supplementary Data 1. Control mice were infused with sterile water using the same flow rates. Syringes were replaced with a fresh liquid diet daily. Mice, water bottles, and chow pellets were weighed every day. Mice were flushed with sterile water for 1 hr (flow: 1 mL/hr) to avoid clogging the tubing and for additional hydration. All tubes and cages were changed on day 7 during overfeeding. On day 14, the overfeeding was terminated, and the gastric infusion was set to 100 µL/hr with sterile water for the overfed mice and control mice, until the mice in the overfeeding group had stabilized their food intake and body weight, to prevent any change in feeding behavior due to stress. Food intake, water intake, and body weights were monitored daily until the end of the study. In case surgery recovery was incomplete, the animals were not included in the overfeeding infusion. If the diet clogged in the internal tubing or if mice got tangled in the spring-tubing system, they were excluded from the study.

#### Study 1: Effect of experimental overfeeding on body weight and food intake

18-week-old, chow-fed male C57BL6/J mice (*n* = 5 control; *n* = 3 ExpOF) were overfed as described (Supplementary Data 1). Mice were observed after ExpOF to evaluate the changes in body weight and food intake until they stabilized. No tissues were collected following this study.

#### Study 2: Effect of experimental overfeeding on circulating factors

32-week-old chow-fed male C57BL6/J mice (*n* = 5 control; *n* = 5 ExpOF) overfed as described (Supplementary Data 1). Blood (20 µL) was collected, and glucose (with a glucometer), insulin, and leptin were measured on days 0, 3, 9, and 14 during the overfeeding period, and daily between days 15–22 in the recovery period.

#### Study 3: Experimental overfeeding of WT C57BL/6 J mice: tissue collection 1

18-week-old chow-fed male C57BL6/J mice (*n* = 7 control; *n* = 6 ExpOF) were overfed as described (Supplementary Data 1). On day 14, 3 control and 3 ExpOF mice were sacrificed to collect plasma, eWAT, iWAT, iBAT, liver, muscle, and brain. On day 17 (d14 + 3) 4 control and 3 ExpOF mice were sacrificed, and the same tissues were collected.

#### Study 4: Experimental overfeeding of WT C57BL/6 J mice: tissue collection 2

Study 3 was repeated to supplement tissues for analysis (day 14: *n* = 3 control, *n* = 3 ExpOF; day 17: *n* = 3 control; *n* = 3 ExpOF). (Supplementary Data 1)

#### Study 5: Experimental overfeeding of WT C57BL/6 J mice: collection of brains for iDISCO

18-week-old chow-fed male C57BL6/J mice (*n* = 8 control; *n* = 11 ExpOF) were overfed as described (Supplementary Data 1). On the day of sacrifice (days 14 and 14 + 3), mice were anesthetized using 4% isoflurane and perfused intracardially for iDISCO staining. The study was performed twice, and groups were pooled. The control groups at d14 and d14 + 3 were pooled (control *n* = 8, ExpOF d14 *n* = 6, ExpOF d14 + 3 *n* = 5).

#### Study 6: Experimental overfeeding of DIO C57BL/6 J mice—observation of recovery after overfeeding

31-week-old obese male C57BL/6 J mice (*n* = 12 control; *n* = 11 ExpOF) that were switched to an HFD (D12331, Research Diets, USA, 58% energy from fat and sucrose, of which 35.4% from fat) at 8 weeks of age were overfed as described (Supplementary Data 1). DIO mice were matched for baseline body weight (control = 43.3 ± 5.7 g, ExpOF = 43.4 ± 4.9 g) and baseline food intake (control = 15.9 ± 1.7 kcal/d, ExpOF = 16.1 ± 1.4 kcal/d) before the start of the infusions.

#### Study 7: Experimental overfeeding of MC4R KO mice—observation of recovery after overfeeding, measurement of circulating hormones

17–21-week-old chow-fed male MC4R KO mice on a C57BL/6 J background were overfed as described (Supplementary Data 1). One mouse was excluded before the beginning of the study due to its low body weight (26 g). Mice were divided into experimental groups: control (*n* = 6) and ExpOF (*n* = 5) matched for baseline body weight (control = 43.5 ± 3.0 g, ExpOF = 41.3 ± 1.7 g) and baseline daily food intake (control = 19.5 ± 1.2 kcal, ExpOF = 20.4 ± 1.3 kcal).

#### Study 8: Experimental overfeeding of FGF21 KO mice—observation of recovery after overfeeding

20–30-week-old chow-fed male FGF21 KO mice on a C57BL/6 J background were overfed as described (Supplementary Data 1). FGF21 KO mice were divided into experimental groups: Control (*n* = 4) and ExpOF (*n* = 5) matched for baseline body weight (control = 30.6 ± 2.7 g, ExpOF = 29.1 ± 3.3 g), but not for baseline daily food intake (control = 15.4 ± 1.2 kcal, ExpOF = 12.4 ± 0.5 kcal), as mice used as control were slightly older than the used for overfeeding. Energy infusions were calculated using baseline intake of mice in ExpOF group. We employed a slightly modified diet without sucrose supplementation (1.5 kcal/mL). Therefore, the macronutrient composition (35E% from fat, 50E% from carbohydrates, 15E% from protein) was slightly different from the composition of the diet used in the rest of the experiments.

### Administration of recombinant proteins

Experiments were conducted using diet-induced obese (DIO) male C57BL/6 J (Janvier Labs) kept on a high-fat, high-sugar diet (HFD) (58 kcal% fat, #D12331i, Research Diets) from 8 weeks of age. Mice were fed a HFD diet ad libitum for a minimum of 16 weeks and had an average body weight of >45 g before initiation of the study. Mice were single-housed at least one week before the injections and received once-daily sham injections with isotonic saline three times before the injections of the recombinant proteins. Mice were randomized to treatments based on body weight. DLL1 and LGMN human recombinant protein were obtained from Sino Biological (#11635-H08H) and Cusabio (#EP012903HU), respectively. These recombinant proteins (or PBS as vehicle) were administered as a single injection at 5 pm with concomitant measurements of body weight and food intake at indicated times. Proteins were administered at 1 mg/kg dose in a volume of 5 µL per gram of body weight. The same approach was followed for lean mice that were injected with 1 mg/kg LGMN protein for open field test, except that lean mice were injected in the morning 30 minutes prior to the open field test.

### Behavioral analysis (open-field test)

An open field test (OFT) was conducted to quantify locomotor activity and anxiety-related behavior in mice introduced into a novel environment^57^. Mice were acclimatized to the behavioral room and housed in the room in open cages for one week before the OFT was conducted. We used a 50 cm × 50 cm × 50 cm arena, dividing it into a border and a center zone. The OFT was carried out on lean chow-fed C57BL/6 J mice at 14 weeks of age. Animals were injected with LGMN 1 mg/kg or PBS 30 minutes prior to the test. The arenas for treated mice were interchanged, so all arenas were used for both treatments (LGMN or vehicle). Experiments were carried out for 20 min in the light phase from 09:00–13:00, where all 20 minutes in the arena were used for the analysis. We determined the amount of time spent in the center square, compared to the sides, velocity, and distance traveled using Noldus EthoVision XT 17™ software (Noldus, NL). *n* = 10 mice per group.

### Blood and tissue analysis

#### Gene expression analysis (RNA extraction, cDNA synthesis, and qPCR)

Gene expression profiling in epidydymal white adipose tissue (eWAT), inguinal WAT (iWAT), interscapular brown adipose tissue (BAT), liver, and quatriceps femoris muscle was performed in control and ExpOF mice at d14 and d14 + 3 (*n* = 6). Tissues were quickly dissected in the morning without fasting the animals, flash-frozen on dry ice, and stored at −80 °C until analysis. Total RNA was isolated from tissues with phenol/chloroform extraction using QIAzol reagent (Qiagen, Germany) and RNeasy Lipid Tissue Mini Kit (Qiagen, Germany) following the instructions provided by the manufacturer. After extraction, RNA concentration and purity were measured using a NanoDrop 2000 (Thermo Fisher Scientific, USA). A total of 500 ng of RNA was converted into cDNA using Superscript III (Thermo Fisher Scientific, USA), following the instructions from the manufacturer. Quantitative PCR (qPCR) was performed using Precision plus qPCR Mastermix containing SYBR green (Primer Design, UK)). For primer sequences, see Supplementary Data S3. Quantification of mRNA expression was performed according to the delta‐delta Ct method. All results were normalized to housekeeping genes *Rplp0* (iBAT), *Hprt* (iWAT, muscle, and liver), or *Rpl13a* (eWAT). Primers are stated in Supplementary Data 5.

#### Plasma profiling

Mouse plasma samples were analyzed using ELISA assays to measure insulin (Ultra-Sensitive Mouse Insulin ELISA Kit, #90080, Crystal Chem, USA), leptin (Mouse/Rat Leptin Immunoassay, #MOB00B, R&D Systems, USA), total ghrelin (Rat/Mouse Total Ghrelin, #EZRGRT-91K, EMD Millipore, USA), GDF15 (Rat/mouse GDF15 Quantikine ELISA kit, #MGD150, R&D Systems, USA) and FGF21 (Fibroblast Growth Factor 21 Mouse/Rat ELISA, #RD291108200R, BioVendor R&D, Czech Republic) using manufacturer instructions. Plasma was diluted 1:5 for total ghrelin measurement, 1:20 (1:60 for ExpOF d14 samples) for leptin measurements, 1:10 for FGF21 (1:3 for controls) and 1:5 for GDF15 measurements. Blood glucose was measured from tail blood in awake mice using a glucometer. Plasma total cholesterol (Infinity Cholesterol Liquid Stable Reagent, #TR13421, Thermo Fisher Scientific, USA), total glycerol (triglycerides) (Infinity Triglyceride Liquid Stable Reagent, #TR22421, Thermo Fisher Scientific, USA), and free fatty acids (HR Series NEFA-HR(2), #434-91795, #436-91995, #270-77000, Fujifilm Wako Chemicals Europe) concentrations were measured by using commercially available kits.

#### Olink plasma proteomics

Protein levels were measured in mouse plasma (*n* = 6) using the Mouse Exploratory panel from the Olink platform (Olink Proteomics, Uppsala, Sweden), covering a total of 92 distinct protein assays. Olink proteomics is based on a proximity extension assay, where oligonucleotide-labeled antibody probe pairs are allowed to bind to their respective targets in the sample in 96-well plate format. Data are presented as log2-transformed units NPX. Higher NPX values correspond to a higher protein expression. The log2 NPX data was transformed into linear data for statistical analysis. Olink proteomics data were analyzed using Metaboanalyst 5.0^58,59^. A comprehensive list of all proteins measured is available in Supplementary Data 2.

#### Transcriptomic analysis by RNA sequencing

Total RNA was extracted from frozen mouse hypothalami (*n* = 6) of four experimental groups (*n* = 6: control d14, ExpOF d14, control d14 + 3, ExpOF d14 + 3) using RNeasy mini kit (Qiagen) according to the manufacturers’ protocol. Messenger RNA-sequencing libraries were prepared using the Illumina TruSeq Stranded mRNA protocol (Illumina). Poly-A containing mRNAs were purified by poly-T attached magnetic beads, fragmented, and cDNA was synthesized using SuperScript III Reverse Transcriptase (Thermo Fisher Scientific). To prime for adapter ligation cDNA was adenylated, and after a clean-up using AMPure beads (Beckman coulter), the DNA fragments were amplified using PCR followed by a final clean-up. Libraries were quality-controlled using a Bioanalyzer instrument (Agilent Technologies) and subjected to 51-bp paired-end sequencing on a NovaSeq 6000 (Illumina). A total of 2.74 billion reads were generated.

The STAR aligner12 v. 2.7.3a was used to align RNA-seq read against the mm10 mouse genome assembly and GENCODE vM22 mouse transcripts^60^. The software program featureCounts v. 1.6.4 was used to summarize reads onto genes^61^. Testing for differential expression was performed using DESeq2 v. 1.30.1^62^ with a fitted model of the form ~group where the group encoded both genotype and treatment. Contrasts were constructed as described in the DESeq2 manual. Gene Ontology5 enrichments were found using the gseGO function from clusterProfiler v. 3.18.1^63^. Genes were ranked by the test statistics as provided by DESeq2. Only terms with between 10 and 300 genes were investigated. 

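Which Control d14 library the paper removed can be read from the mean normalized expression of each gene in Supplementary Data 3, computed with DESeq2's size factors. With Control d14 replicate 4 left out and size factors from the 14754 genes with at least 50 counts in at least 5 libraries, the mean of each of the 1992 genes compared differed from the printed one by at most 0.000484%. With any other Control d14 library left out, or none, the largest difference was above 50%. In the sample labels this library has a RIN of 9.80, and 3 of the other Control d14 libraries and 17 of all libraries have a lower one. It had counts on 21736 genes, whereas each other library covered at least 24144 genes. Its mean log2 CPM over the ribosomal protein genes was 2.16 above the mean of the 23 libraries (at most 0.508 in any other library), and over the protocadherin genes -2.22 (at least -0.375 in any other library). Mitochondrial genes took 2.36% of its counts and at least 2.96% in each other library.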

One mouse from the control d14 was removed from the analyses due to poor RNA quality. A full list of genes and pathways can be found in Supplementary Data 3 and 4.

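The copy of Supplementary Data 3 that was read holds 1998 of 14813 rows for d14 and 1998 of 14814 rows for d14+3, so no overlap test was run on it. With the Wald test of DESeq2 and the filter of at least 50 counts in at least 5 libraries, chosen after the data were seen, the log2 fold change of each gene in the copy differed from the paper's by at most 2.7e-06 on d14 and 5e-06 on d14+3. This fit gave 173 genes at an adjusted p-value under 0.05 on d14 (75 higher and 98 lower in ExpOF mice) and 52 on d14+3 (6 higher and 46 lower). The paper's copy lists 173 rows under 0.05 for d14, of which 165 carry a gene symbol, and 56 rows for d14+3, of which 47 carry one. Some rows repeat a gene, which leaves 172 and 52 gene identifiers, and 162 and 52 of these were also under 0.05 here. Over the 35 log2 fold changes of named genes in the copy, the edgeR fit and the paper differed by at most 0.0086.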

#### Whole-brain CD31 staining

Staining was performed according to the iDISCO protocol^64^. Mice were whole body intracardially perfusion fixated using first 1× phosphate-buffered saline (PBS) with added heparin (15,000 UI/L) followed by 10% Neutral Buffered Formalin (NBF) (CellPath, ref. 1000.5000). Brains were isolated and stored in NBF overnight (ON). Brains were washed 3 × 30 min in PBS (with shaking). Brains were dehydrated in methanol/H2O gradient: 20%, 40%, 60%, 80%, and 100% methanol, each step 1 hour (room temperature). They were further washed in 100% methanol for 1 hour and incubated overnight in 66%DCM (Dichloromethane)/33% methanol at room temperature. The next day, the samples were washed twice in 100% methanol for 30 minutes, cooled down to 4 °C in 1 hour, and bleached in chilled fresh 5% H2O2 in methanol (1 volume 35% H2O2 to six times volume methanol) overnight at 4 °C. The brains were subsequently rehydrated in methanol/PBS series: 80%, 60%, 40%, 20%, with 0.2% Triton X-100, 1 hour each at room temperature. They were washed in PBS with 0.2% Triton X-100 (PTx.2) for 2 × 1 hour at room temperature. The brains were then incubated in permeabilization solution at 37 °C for 3 days. Blocking was carried out in blocking solution (PBS with 0.2% Tween-20 and 10 mg heparin, 2 ml Tween-20, (PTwH)/5%DMSO/3% donkey serum) at 37 °C for 2 days. The samples were hereafter incubated with primary antibody CD31 (Goat anti-CD31, R&D systems cat# AF3628, lot # YZU0120101) in PTwH/5%DMSO/3% donkey serum at 37 °C for 7 days. Next, they were washed in PTwH for 1 × 10 minutes, 1 × 20 minutes, 1 × 30 minutes, 1 × 1 hour, 1 × 2 hours and 1 × 2 days. The brains were then incubated with secondary antibody (AF790 donkey a-goat lot #154504) in PTwH/3% donkey serum at 37 °C for 7 days, followed by washes in PTwH: 1 × 10 minutes, 1 × 20 minutes, 1 × 30 minutes, 1 × 1 hour, 1 × 2 hours and 1 × 3 days. Tissue was cleared in methanol/H2O series: 20%, 40%, 60%, 80%, and 100% for 1 hour each at room temperature. Brains were incubated in 100% methanol overnight and next day for 3 hours (with shaking) in 66%DCM (Dichloromethane)/33% methanol at room temperature and in 100% DCM 15 minutes twice (with shaking) to remove traces of methanol. The samples were finally transferred to DiBenzyl Ether and stored in closed glass vials in dark until imaged.

#### Light-sheet imaging and 3D image analysis

Brains were imaged using a Lavision ultramicroscope system II and MV PLAPO 2× C objective. DBE was used as clearing agent during the acquisition of data. Imaris software was used for 3D visualization of data. Hypothalami of the brains were imaged in high resolution using ×3.2 total magnification. For each sample, the ARC, DMH, and VMH were analyzed in 3D. Vessel length and vessel coverage were quantified using customized software in three steps as described below. First, the high-resolution scan was registered to a light-sheet mouse atlas to obtain region-specific information at the voxel level. Second, the vascular network was segmented, and third, the region information and binary masks were combined to extract the final endpoints. For the atlas mapping, a 25 µm light-sheet mouse brain atlas was utilized^65^, from which a sub-volume was extracted, corresponding to the scanned volumes. The scan volumes were downsampled to the same voxel size as the atlas, and hereafter, the atlas volume was registered to the downsampled scan volumes using Elastix^66^. The vascular segmentation was carried out by applying the TubeMap analysis pipeline on the raw scan volumes^67^. From this pipeline, a binary segmentation of the vascular network was obtained, as well as a binary skeleton of the network. In the final step, the registered atlas sub-volume was upsampled to scan resolution and combined with the vascular segmentation and the vascular skeleton to calculate the vascular network length for the three brain regions of interest. Quantifications were done relative to the volume of the area for each mouse. For quantified areas, see Supplementary Fig. 3.

#### Histology

Tissues were post-fixated using 4% paraformaldehyde, dehydrated in ethanol and xylene, and embedded in paraffin. 4 μm slices of tissues were deparaffinized, rehydrated, and stained using Mayer’s Haematoxylin and Eosin Y (H&E) staining protocol. Histological images were acquired using light microscopy with the Zeiss Axio observer Colibri 7 inverted microscope, using an Axiocam 702 mono camera with objective plan-APOCROMAT ×20/0.8, ∞/0.17 (Na 0.55 WD 25 mm), and Zen v3.0 software. The adipocyte area of eWAT was measured using the watershed function on ImageJ v1.52^68^ software quantified from 3 H&E-stained sections, 4 pictures per section (12 images), per mouse. Adipocyte size in control mice at day 14 and day 14 + 3 was very similar, so the data was pooled for statistical analysis.

### Statistics

Statistical analyses were performed in GraphPad Prism version 9.4 (GraphPad, USA). Statistical test information for each experiment can be found in respective figure legends. All data are presented as mean ± SEM, and findings with *P* values ≤ 0.05 were considered statistically significant. Statistical analyses of multiple groups at once were performed using one‐ or two‐way ANOVA followed by Bonferroni’s post hoc analysis when appropriate. Exceptions to this analysis are indicated and detailed in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

### Source data

Source Data

## Data Availability

Hypothalamic bulk RNA-seq data generated in this study have been submitted for GEO and are publicly available as of the date of publication under accession number GSE247825. Targeted proteomics raw data are available in the Supplementary information. All other data generated in this study are provided in the Supplemental information/source data file. Source data are provided with this paper.

# Supplementary material for: Protection against overfeeding-induced weight gain is preserved in obesity but does not require FGF21 or MC4R
**Source:** Nat Commun. 2024 Feb 8;15:1192. doi: 10.1038/s41467-024-45223-0
**Supplement:** Supplementary file 1 — Supplementary Information

# Protection against overfeeding-induced weight gain is preserved in obesity but does not require FGF21 or MC4R

## Supplementary information file

## Supplementary Figures

## Supplementary Figure 1

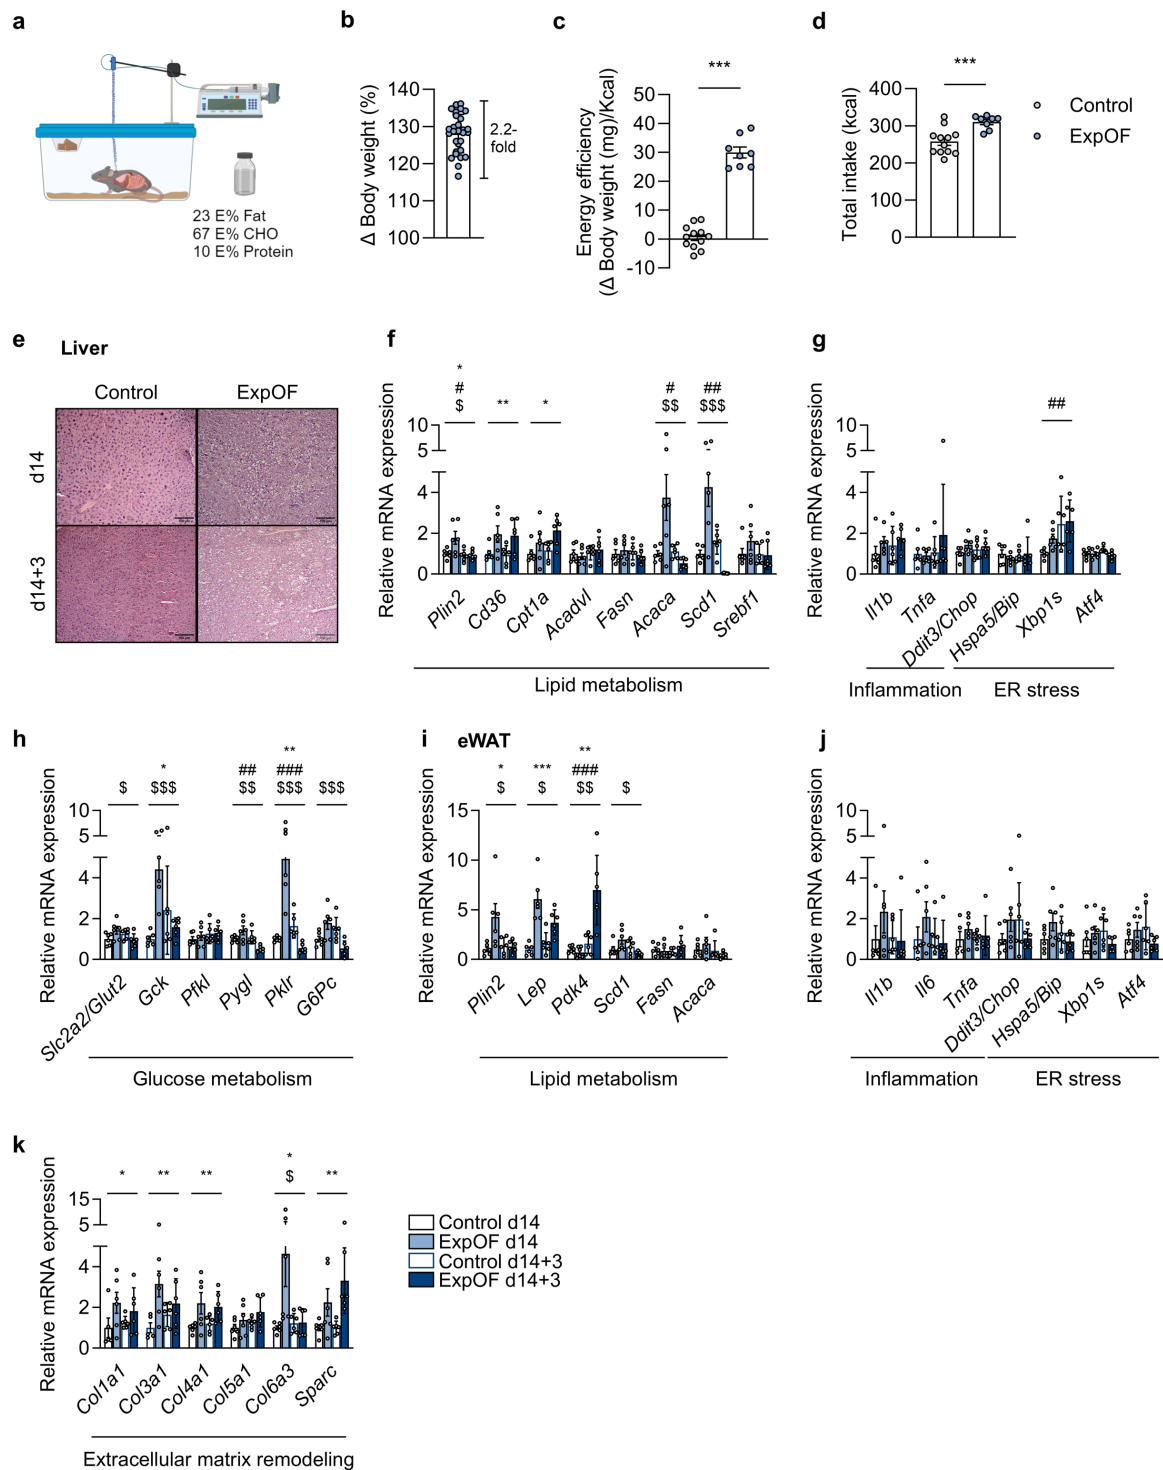

### Supplementary Figure 1. Effects of overfeeding on lean mice

**a)** Schematic overview of the experimental overfeeding (ExpOF) setup and macronutrient composition of infused liquid diet. Created with BioRender.com **b)** Individual weight gain (%) of all WT chow mice subjected to experimental overfeeding was used to calculate fold-change between highest and lowest gainers in the study. **c)** Energy efficiency (mg of mass gained per kcal ingested) at the peak of overfeeding in control (n=12) and ExpOF mice (n=8) from Fig. 1a-d. **d)** Total calorie exposure after the entire intervention (overfeeding + recovery) in mice from Fig. 1a-d. **e)** Representative H&E-stained images of liver tissue from control and ExpOF at d14 and d14+3 (n=6). Scale bar = 100  $\mu$ m. **f-k)** Gene expression changes in liver (**f-h**) and eWAT (**i-k**) in control and ExpOF mice at d14 and d14+3 (n=6). Data shown as mean  $\pm$  SEM with individual values plotted (b-k). P-values were calculated using unpaired two-tailed Welch's t-test (c,d) and 2-way ANOVA using overfeeding and time as factors (f-k), \*/#/\$; \*\*/##/\$\$; \*\*\*/###/\$\$\$ were used when  $p < 0.05$ ;  $p < 0.01$ ;  $p < 0.001$ , for overfeeding/time/interaction effects, respectively (f-k). n: Number of mice (biological replicates). Source data are provided as a Source Data file.

## Supplementary Figure 2

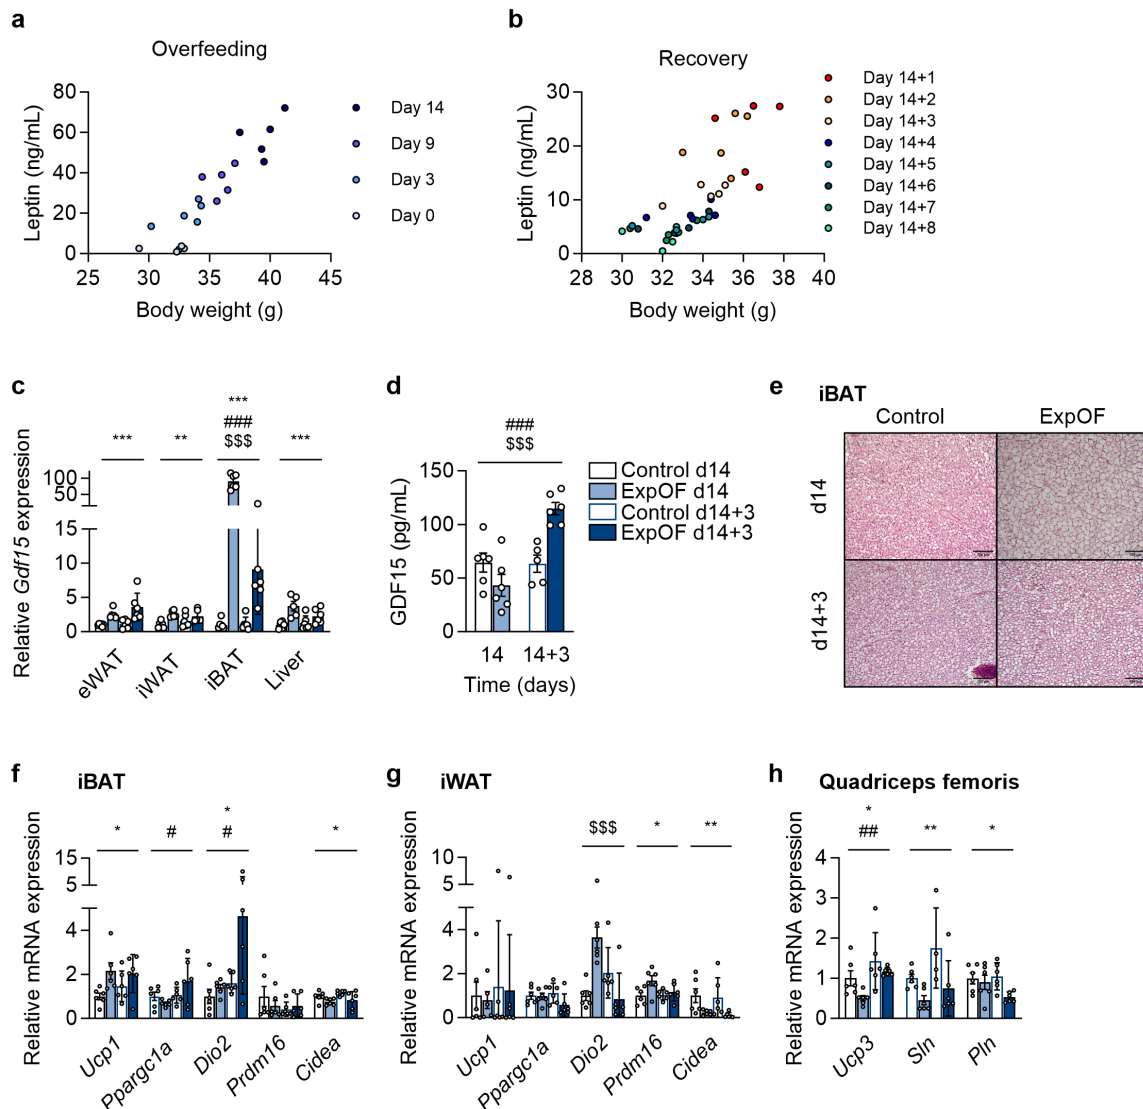

**Supplementary Figure 2. Evaluation of overfeeding-induced changes in potential modulators of energy balance and their role in the response to overfeeding**

**a,b)** Leptin levels plotted against body weight during overfeeding (**a**) and recovery (**b**) with daily resolution. Data from mice in Fig. 2a-c. **c)** *Gdf15* expression in eWAT, iWAT, iBAT, and liver in control and ExpOF mice at d14 and d14+3 (n=6). **d)** Plasma GDF15 levels (in pg/mL) in control and ExpOF mice at d14 and d14+3 (n=6). **e)** Representative images of H&E-stained interscapular brown adipose tissue (iBAT) sections. Scale bar = 100  $\mu$ m. **f-h)** Thermogenic gene expression changes in iBAT (**f**), iWAT (**g**), and quadriceps femoris muscle (**h**) in control and ExpOF mice at d14 and d14+3 (n=6). The expression of *Ucp1*, *Ppargc1a*, *Dio2*, *Prdm16*, and *Cidea* (**f-g**) and *Ucp3*, *Sln*, and *Pln* (**h**) was measured and normalized to the expression of the housekeeping gene *36b4/Rplp0* and represented as relative change to the levels in control mice at d14. Data shown as mean  $\pm$  SEM with individual values plotted (c,d,f,g,h). P-values were calculated using 2-way ANOVA using overfeeding and time as factors. \*/#/\$; \*\*/###/\$\$; \*\*\*/####/\$\$\$ were used when  $p < 0.05$ ;  $p < 0.01$ ;  $p < 0.001$ , for overfeeding/time/interaction effects, respectively (c-d, f-h). n: Number of mice (biological replicates). Source data are provided as a Source Data file.

## Supplementary Figure 3

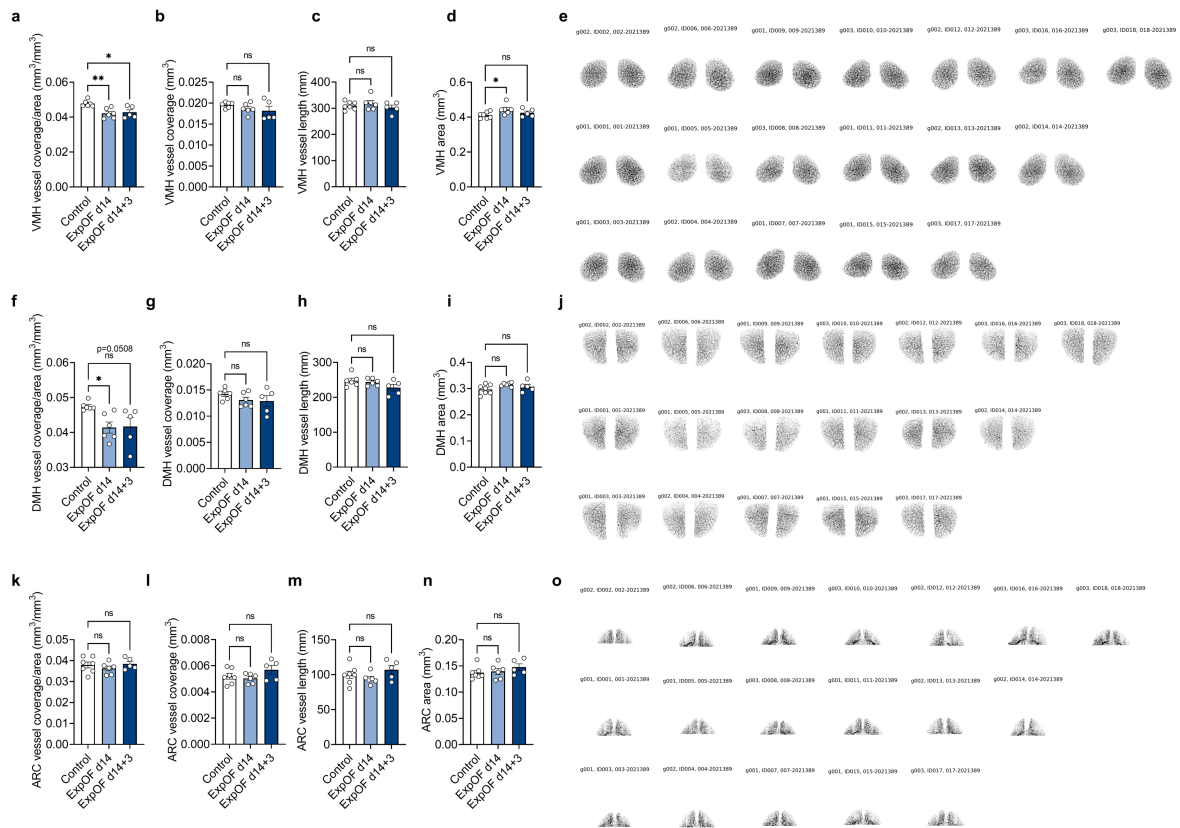

## Supplementary Figure 3. Angiogenesis CD31 quantification.

**a-e) VMH vessel analysis.** VMH vessel coverage relative to area (a), total vessel coverage (b), total vessel length (c), VMH area (d), and pictures of analyzed areas (e). **f-j) DMH vessel analysis.** DMH vessel coverage relative to area (f), total vessel coverage (g), total vessel length (h), DMH area (i), and pictures of analyzed areas (j). **k-o) ARC vessel analysis.** ARC vessel coverage relative to area (k), total vessel coverage (l), total vessel length (m), ARC area (n), and pictures of analyzed areas (o). Data shown as mean  $\pm$  SEM with individual values plotted (a-d, f-i, k-n). P-values were calculated using 1-way ANOVA with three groups (Control (n=7), ExpOF d14 (n=6), and ExpOF d14+3 (n=5)). \*/\*\* was used when  $p < 0.05$ ,  $p < 0.01$ , respectively, in post-hoc comparison after ANOVA (a-d, f-i, k-n). ns: not significant. n: Number of mice (biological replicates). Source data are provided as a Source Data file.

## Supplementary Figure 4

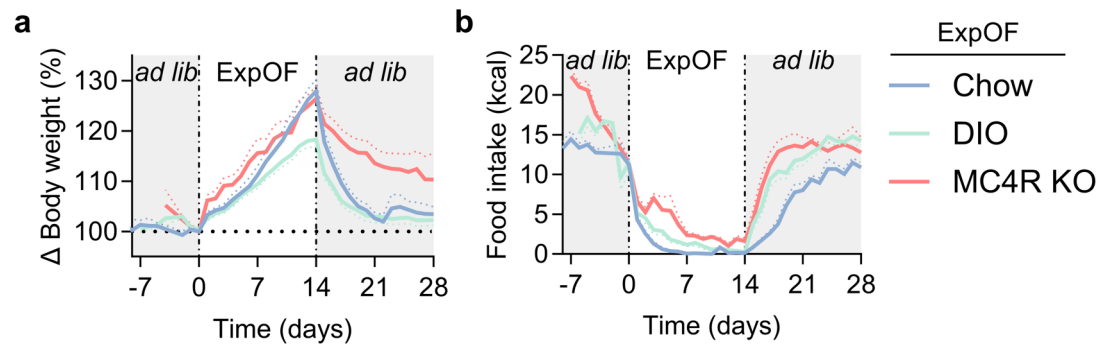

### Supplementary Figure 4. Comparison of overfed mouse models

**a)** Comparison of body weight trajectories (changes in percentage over baseline) in overfed lean, DIO and MC4R KO mice.

**b)** Daily voluntary food intake (in kcal) of mice in a during the overfeeding and recovery phases. Dashed lines represent SEM.

Source data are provided as a Source Data file.

# Supplementary material for: Protection against overfeeding-induced weight gain is preserved in obesity but does not require FGF21 or MC4R
**Source:** Nat Commun. 2024 Feb 8;15:1192. doi: 10.1038/s41467-024-45223-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Title: Supplementary Data 1**

Description: Overfeeding protocols for all the studies carried out in this manuscript, and macronutrient composition of liquid diet used for infusion and chow diet for ad libitum feeding.

**Title: Supplementary Data 2**

Description: Targeted proteomics raw data. NPX values for the 92 proteins detected with the Mouse Exploratory panel (Olink).

**Title: Supplementary Data 3**

Description: Gene expression data from mouse hypothalamus RNA-seq comparing control and overfed mice at day 14 and day 14+3

**Title: Supplementary Data 4**

Description: Pathway enrichment data corresponding to mouse hypothalamus RNA-seq analysis comparing control and overfed mice at day 14 and day 14+3.

**Title: Supplementary Data 5**

Description: List of primers used in this study and corresponding sequences

# Supplementary material for: Protection against overfeeding-induced weight gain is preserved in obesity but does not require FGF21 or MC4R
**Source:** Nat Commun. 2024 Feb 8;15:1192. doi: 10.1038/s41467-024-45223-0
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The data related to open field test (amount of time spent in the center square, compared to the sides, velocity and distance traveled) was obtained using Noldus EthoVision XT 17™ software (Noldus, NL). Histological images were acquired using light microscopy with the Zeiss Axio observer Colibri 7 inverted microscope, camera Axiocam 702 mono with objective plan-APOCROMAT 20x/0.8, ∞/0.17 (Na 0.55 WD 25mm), and Zen v3.0 software. Brains were imaged for iDisco using a Lavision ultramicroscope system II and MV PLAPO 2X C objective.                                         |
| Data analysis   | Adipocyte area of eWAT was measured using the watershed function on ImageJ v 1.52. Imaris software was used for 3D visualization of vascularization data. RNA-seq analyses were computed using R statistical software 4.2.3 as indicated in the Methods section. Olink proteomics data were analyzed using Metaboanalyst 5.0. The rest of data analysis was performed with GraphPad version 10.<br><br>For a list of all code used to analyze the data please refer to <a href="https://github.com/perslab/Lund-Ranea-Robles-2023/">https://github.com/perslab/Lund-Ranea-Robles-2023/</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Hypothalamic bulk RNA-seq data generated in this study have been submitted for GEO and are publicly available as of the date of publication under accession number GSE247825 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247825>]. Targeted proteomics raw data are available in the Supplementary information. Source data are provided with this paper. All other data generated in this study are provided in the Supplementary information/Source Data file. The source code used to analyze the RNA-seq data is available at <https://github.com/perslab/Lund-Ranea-Robles-2023/>.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample sizes were determined to be adequate based on a comprehensive review of the literature, including analogous experiments by Ravussin et al. (Cell Metabolism 2018). Additionally, data obtained from pilot experiments to optimize the overfeeding protocol, available space within the animal facility, and availability of infusion pumps were taken into account. No statistical methods were applied to determine sample size.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data exclusions | <p>Exclusion criteria in overfeeding studies were: 1) Clogging of catheter during experiment that was beyond repair --&gt; Exclusion of that mouse from the study. 2) Technical issues in diet infusion that could be repaired --&gt; Exclusion of energy intake data on that specific day.</p> <ul style="list-style-type: none"> <li>- Figure 1d: One body weight data point on day 17 in a control mouse is excluded because that mouse was inadvertently not measured on that day</li> <li>- Figure 1m: Data excluded for energy intake on specific days correspond to days where there were issues with the infusion system (usually clogging of the infusion tube) and therefore it is not possible to know how much volume went into the stomach.</li> <li>- In Study 7, one MC4R KO mouse was excluded before the beginning of the study due to its low body weight (26 g).</li> <li>- Figure 2b and 2c: Missing /excluded data points correspond either to samples where there was no more plasma available to perform the measurement or samples in which the levels of the hormone were below the detection level of the assay.</li> <li>- Figure 2d: Missing/excluded data points correspond to samples that were below the detection limit of the assay</li> <li>- Figure 2e: One data point for Fgf21 expression in iBAT on day 14+3 in ExpOF group was excluded because it was a significant outlier</li> <li>- Figure 2h: Data excluded for body weight on specific days during overfeeding correspond to days where there were issues with the infusion system (usually clogging of the infusion tube). Some data points are missing in control mice during recovery because body weight was not measured on those days.</li> <li>- Figure 2j: Data excluded for energy intake on specific days correspond to days where there were issues with the infusion system (usually clogging of the infusion tube) and therefore it is not possible to know how much volume went into the stomach.</li> <li>- RNA-seq (Figure 3a-d): One sample in control d14 group did not pass quality control (QC) check and was excluded from analysis</li> <li>- Figure 3g and 3h, and Supplementary Figure 3a-3c, 3f-3h: One sample was excluded for DMH and VMH measurements, because the signal-to-noise ratio was too high due to antibody penetration issues. Thus, the counts were only half the size as all the other measurements. It was</li> </ul> |

concluded that the algorithm could not detect the vessels in the image. ARC is close to the edge of the brain and therefore this sample had a better signal than the other brain regions.

- Figure 3k: Data excluded for body weight on specific days during overfeeding correspond to days where there were issues with the infusion system (usually clogging of the infusion tube).

- Figure 3m: Data excluded for energy intake on specific days correspond to days where there were issues with the infusion system (usually clogging of the infusion tube) and therefore it is not possible to know how much volume went into the stomach. 3 mice in the MC4R KO overfed group underwent 13 days of overfeeding instead of 14, so one value is missing on those ones to fit the peak of weight with the other mice.

- Figure 3p: Ghrelin and leptin values are missing in one ExpOF sample on day14 because blood was not collected that day on that specific mouse (tube clogged and thus will confound measurements).

- Supplementary Figure 1 Q-PCR data: Excluded data correspond to significant outliers.

#### Replication

Results of study 1 have been replicated in study 2, 3, 4, and 5, and in other experiments performed in the lab that are not part of this manuscript. Similar findings regarding body weight and food intake data has been replicated in other studies (like in Ravussin et al. 2018).

Results corresponding to ghrelin levels in plasma shown in Figure 2g are replicated in Figure 2k using different methodologies.

Results from study 6 were obtained in independent sets of mice, with very similar results across the different sets. We did not perform a study to replicate findings in study 7, and 8.

#### References:

- Ravussin Y, Edwin E, Gallop M, Xu L, Bartolomé A, Kraakman MJ, LeDuc CA, Ferrante AW Jr. Evidence for a Non-leptin System that Defends against Weight Gain in Overfeeding. Cell Metab. 2018 Aug 7;28(2):289-299.e5. doi: 10.1016/j.cmet.2018.05.029. Epub 2018 Jun 21. PMID: 29937378; PMCID: PMC6082718.

#### Randomization

In animal studies, both control and overfed (or mutant) mice were randomly assigned to the experimental groups, which were matched for body weight and baseline food intake. Details about experimental groups and randomization are specified in the Methods section

#### Blinding

Blinding was implemented whenever feasible, especially in image analysis (histology and iDisco staining). However, this practice was not applicable in overfeeding experiments where the water-infused and the diet-infused group were clearly distinguished by the experimenter. These experiments were conducted according to standardized protocols and procedures.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- n/a
- Involved in the study
- ☐ ☒ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

### Methods

- n/a
- Involved in the study
- ☒ ☐ ChIP-seq
- ☒ ☐ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies

#### Antibodies used

CD31 (Goat anti-CD31, R&D systems cat# AF3628, lot # YZU0120101), secondary antibody (AF790 donkey a-goat lot #154504)

#### Validation

CD31/PECAM-1 is a classical vessel marker for mouse and human blood vessels. described in many publications for use of immuno fluorescence. Not internally validated by R&D systems but used in similar applications in many high-impact articles. <https://www.nature.com/articles/s41467-017-02158-z>, <https://dx.plos.org/10.1371/journal.pone.0115005>, <https://pubmed.ncbi.nlm.nih.gov/30498224>, <https://dx.plos.org/10.1371/journal.pone.0115005>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

Wild type (WT) male C57BL/6J (Janvier, FR) mice, melanocortin 4 receptor (MC4R) knockout mice (The Jackson Laboratory, stock no. 032518, Mc4rtm1Lowl), and fibroblast growth factor 21 (FGF21) knockout mice (Fgf21tm1.1Djm, The Jackson Laboratory, stock no

033846, available at the CBMR) were used. All experiments were done at 22°C with a 12:12 h light-dark cycle (6am-6pm). Mice had ad libitum access to water and chow diet (SAFE D30, Safe Diets, France), or when indicated to high fat diet (HFD) (D12331, Research Diets, USA). All mice were single housed after surgery and during experimental overfeeding and recovery.

tion.

#### Study 1: Effect of experimental overfeeding on body weight and food intake

18-week-old, chow-fed male C57BL6/J mice (n=5 control; n=3 ExpOF) were overfed as described (Supplementary Data 1). Mice were observed after ExpOF to evaluate the changes in body weight and food intake until they stabilized. No tissues were collected following this study.

#### Study 2: Effect of experimental overfeeding on circulating factors

32-week-old chow-fed male C57BL6/J mice (n=5 control; n=5 ExpOF) overfed as described (Supplementary Data 1). Blood (20 µL) was collected, and glucose (with a glucometer), insulin, and leptin were measured on day 0, 3, 9, and 14 during the overfeeding period, and daily between day 15-22 in the recovery period.

#### Study 3: Experimental overfeeding of WT C57BL/6J mice: Tissue collection 1

18-week-old chow-fed male C57BL6/J mice (n=7 control; n=6 ExpOF) were overfed as described (Supplementary Data 1). On day 14, 3 control and 3 ExpOF mice were sacrificed to collect plasma, eWAT, iWAT, iBAT, liver, muscle, and brain. On day 17 (d14+3) 4 control and 3 ExpOF mice were sacrificed, and the same tissues were collected.

#### Study 4: Experimental overfeeding of WT C57BL/6J mice: Tissue collection 2

Study 3 was repeated to supplement tissues for analysis (day 14: n=3 control, n=3 ExpOF; day 17: n=3 control; n=3 ExpOF). (Supplementary Data 1)

#### Study 5: Experimental overfeeding of WT C57BL/6J mice: Collection of brains for iDISCO

18-week-old chow-fed male C57BL6/J mice (n=8 control; n=11 ExpOF) were overfed as described (Supplementary Data 1). On day of sacrifice (day 14 and 14+3), mice were anesthetized using 4% isoflurane and perfused intracardially for iDISCO staining. The study was performed twice and groups were pooled. The control groups at d14 and d14+3 were pooled (control n=8, ExpOF d14 n=6, ExpOF d14+3 n=5).

#### Study 6: Experimental overfeeding of DIO C57BL/6J mice – Observation of recovery after overfeeding

31-week-old obese male C57BL/6J mice (n=12 control; n=11 ExpOF) that were switched to a HFD (D12331, Research Diets, USA, 58 % energy from fat and sucrose, of which 35.4 % from fat) at 8 weeks of age were overfed as described (Supplementary Data 1). DIO mice were matched for baseline body weight (control =  $43.3 \pm 5.7$  g, ExpOF =  $43.4 \pm 4.9$  g) and baseline food intake (control =  $15.9 \pm 1.7$  kcal/d, ExpOF =  $16.1 \pm 1.4$  kcal/d) before the start of the infusions.

#### Study 7: Experimental overfeeding of MC4R KO mice – Observation of recovery after overfeeding, measurement of circulating hormones

17 to 21-week-old chow-fed male MC4R KO mice on a C57BL/6J background were overfed as described (Supplementary Data 1). One mouse was excluded before the beginning of the study due to its low body weight (26 g). Mice were divided into experimental groups: control (n=6) and ExpOF (n=5) matched for baseline body weight (control =  $43.5 \pm 3.0$  g, ExpOF =  $41.3 \pm 1.7$  g) and baseline daily food intake (control =  $19.5 \pm 1.2$  kcal, ExpOF =  $20.4 \pm 1.3$  kcal).

#### Study 8: Experimental overfeeding of FGF21 KO mice – Observation of recovery after overfeeding

20 to 30-week-old chow-fed male FGF21 KO mice on a C57BL/6J background were overfed as described (Supplementary Data 1). FGF21 KO mice were divided into experimental groups: Control (n=4) and ExpOF (n=5) matched for baseline body weight (control =  $30.6 \pm 2.7$  g, ExpOF =  $29.1 \pm 3.3$  g), but not for baseline daily food intake (control =  $15.4 \pm 1.2$  kcal, ExpOF =  $12.4 \pm 0.5$  kcal), as mice used as control were slightly older than the used for overfeeding. Energy infusions were calculated using baseline intake of mice in ExpOF group. We employed a slightly modified diet without sucrose supplementation (1.5 kcal/mL). Therefore, the macronutrient composition (35% E from fat, 50% E from carbohydrates, 15% E from protein) was slightly different to the composition of the diet used in the rest of the experiments.

|                         |                                                                                                                                                                                                                                             |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | The study did not involve wild animals                                                                                                                                                                                                      |
| Reporting on sex        | All animal studies were conducted using male mice                                                                                                                                                                                           |
| Field-collected samples | The study did not involve field-collected samples                                                                                                                                                                                           |
| Ethics oversight        | All in vivo experiments were conducted according to international principles of animal care and under the approval of the Danish Ethical Committee for Animal Research and Danish Animal Experimentation Inspectorate (2018-15-0201-01457). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

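Hypothalamic RNA from 24 mice was sequenced in 4 groups of 6 (ExpOF d14, Control d14, ExpOF d14+3 and Control d14+3). The authors aligned the reads of poly-A selected, stranded libraries with STAR 2.7.3a to mm10 and counted them per gene of GENCODE vM22 with featureCounts 1.6.4. The values the authors deposited are raw counts per gene without normalization, and the file also gives the length and position of each gene in bases. The strand setting of the counting is not named in the paper's text. The files hold no reads, so alignment and counting could not be repeated. Gene symbols came from GENCODE vM21, which holds 55230 of the genes, and 55144 of the genes received a symbol.

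Values are given over the 23 libraries the paper used and then over all 24. The sums of counts per library and their group medians are given with the description of the experiment. Counting error limits the genes with few counts most, and Fgf21, Gdf15 and Gfral did not pass the expression filter. Cohort, extraction round and RNA integrity number were taken from the sample labels.

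Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, robust quasi-likelihood fit of the 4 groups, quasi-likelihood F-test), and p-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Log2 values per library are log2 of the counts the authors deposited, scaled to CPM with TMM factors, with a prior count of 2. Single values were compared between groups with two-sided exact permutation tests. Gene sets were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with at least 3 tested genes per set and 33 sets on each of the days, and again with fry and with an estimated correlation. The sets were written by hand from gene symbols and are not Gene Ontology terms.

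The genes named are each hypothalamic gene the paper names in its text or in Fig. 3, the leptin-melanocortin circuit, a list of circulating factors and receptors, and in each comparison the 5 genes with the largest change in each direction among those past the threshold with a mean of at least 50 counts. Other genes were named after their values were seen. The results of 1 gene are not reported here.

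The following alternatives were set before the data were examined: DESeq2 1.42.0 in place of edgeR, DESeq2's size factors in place of TMM, at least 1 count in all libraries together or at least 10 counts in every library as the filter, only the 2 groups compared in the fit, all 24 libraries, each cohort alone, covariates for RNA integrity or for cohort and extraction round, a block for the replicate number, each library left out in turn, and for the gene sets fry, an estimated correlation and fgsea 1.28.0 on the DESeq2 statistic. DESeq2 and fgsea with a filter of at least 50 counts in at least 5 libraries, offsets that remove each library's trends with transcript length and GC content (splines with 5 degrees of freedom), and a covariate for the expression profile of the left-out library were chosen after the data were seen. Groups were also redrawn 100 times at random, with the real grouping among the 100.

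The tests were tried on simulated data. With 200 genes changed, edgeR recovered 190 and made 10 other calls among 18779 genes, and 0 calls without a change. DESeq2 recovered 193 with 26 other calls, and made 6 calls without a change. Camera recovered a shift of -0.3 in 60 genes as -0.29. The 200 changed genes had a mean of at least 50 counts, and their changes were all of the same size, larger than that of Agrp or Stat3 on d14. Simulated genes varied independently, without a profile shared between genes. The simulation therefore checks that the tests run correctly. It does not give their power or their rate of false calls in these libraries.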

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

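The tests with the profile of the left-out library, with GC content and length, of library size, and those on the left-out library, the choroid plexus and the erythrocyte genes were chosen only after the result was seen.

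Control d14 replicate 4, the library the paper left out, lies far from the others. Its ribosomal protein score was 2.16 (at most 0.508 in any other library). The paper gives poor RNA quality as the reason for leaving it out, and its reporting summary names a failed quality control check without further detail. The RIN in its label, 9.80, is above that of 17 libraries. It stands against a low RIN as the reason but not against another failed check, and whether the label is right could not be checked. The library with the lowest RIN in its label (7.20) had a ribosomal protein score of 0.053. If the labels are right, both values argue against degradation as RIN measures it. Low depth is argued against by ExpOF d14 replicate 5, the library with the fewest counts, whose score was 0.021. Choroid plexus tissue is argued against by Control d14 replicate 5, with more choroid plexus signal (3.03 against 2.22) and a ribosomal protein score of 0.33, and by ExpOF d14+3 replicate 4 (-0.18). Other losses of RNA quality stay open, and no biological explanation was tested for a single mouse.

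Single libraries stood apart from the rest of their group in 16 of the 200 groups of values checked, where chance gives about 10. In Control d14 these were Igfbp2 in replicate 5 (34.1 CPM, next 10.6) and Bc1 in replicate 6 (199 CPM, next 123.4). In ExpOF d14 they were Mc4r (5.41 CPM, next 4.05), Tmsb10 (132, next 93.3), Rps29 (77.1, next 42.7) and Cox7c (39.1, next 30.7) in replicate 5, and the cholinergic score in replicate 1 (-0.53, next 0.25). In Control d14+3 they were Rps29 in replicate 3 (122 CPM, next 72.0), and in replicate 1 the score of the mitochondrially encoded OXPHOS genes (-0.49, next -0.052) and the share of mitochondrial counts (2.96%, next 3.74%). In ExpOF d14+3 they were Pomc (45.4 CPM, next 28.4), Ptgds (362, next 281) and the protocadherin score (-0.18, next 0.11) in replicate 5, Myh6 (13.4 CPM, next 7.68) and the leptomeninges score (0.70, next -0.090) in replicate 1, and Bc1 in replicate 6 (24.6 CPM, next 55.3). Bc1 and Rps29 each have an annotated pseudogene that can share reads. No biological explanation was tested for single mice.

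Ribosomal protein and OXPHOS genes were lower in ExpOF mice on both days. Of 100 groupings of the mice, 7 on d14 and 2 on d14+3 gave a change as large for the ribosomal proteins, and 11 and 7 for nuclear OXPHOS. Camera called the ribosomal proteins in 78 and nuclear OXPHOS in 82 of the 99 other groupings on d14, and in 78 and 82 on d14+3. Each other set it called on either day was called in at least 8 (mural cell markers on d14) and at most 74 (mitochondrial ribosome on d14) of the 99, so its small p-values are not evidence by themselves for any set. Several technical explanations are argued against. With RIN as a covariate, the d14 mean of the ribosomal proteins was -0.40, which argues against RIN for this set on this day. For nuclear OXPHOS on d14 no mean with this covariate is given. On d14+3 the RIN covariate was 1 of 16 alternatives. Over these, the mean ran from -0.59 to -0.21 for the ribosomal proteins and from -0.37 to -0.084 for nuclear OXPHOS. Total counts did not differ between the diets (exact permutation test, p = 0.517 on d14 and p = 0.652 on d14+3). The 63 ribosomal protein pseudogenes had a mean of -0.045 on d14+3 and of -0.64 on d14, at a mean level of 1.21 CPM against 120 CPM for the genes, too low to carry the change. With length and GC trends removed the d14+3 mean was still -0.34. Cohort and extraction round are nearly balanced over the groups, so covariates for them (-0.35) could hardly move the value and test nothing.

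For d14, length and GC trends and the change in the ribosomal proteins cannot be told apart, since removing the trends left -0.20 (per library, exact permutation test, p = 0.203). The profile of the left-out library stays a candidate explanation on d14: as a covariate it left 0.018, and within groups its score followed the ribosomal proteins (Pearson r = 0.89, Spearman rho = 0.85 over 23 libraries, permutation p = 1e-04 and 2e-04, the first being the smallest that the permutations can give, 0.84 without the 2 farthest libraries). The score itself differed between the diets on d14 (-0.11, exact permutation test, p = 0.0152), so a biological change with the same profile stays open. On d14+3 the profile is argued against as the whole cause for the ribosomal proteins, since -0.23 remained, with 6 of 6 ExpOF mice below every control (exact permutation test, p = 0.00216, the smallest possible, adjusted over 66 tests 0.0713). For nuclear OXPHOS on d14+3 it stays open, since -0.088 remained, with 3 of 6 below every control (exact permutation test, p = 0.0238, adjusted 0.224). Differences in rRNA carry-over or poly-A selection may contribute: rRNA-derived features followed the ribosomal proteins within groups (r = 0.595, rho = 0.578, permutation p = 0.0033 and 0.0059, adjusted over 6 relations 0.0066 and 0.0118, r = 0.532 without the 2 farthest libraries). An effect of overfeeding itself stays open on both days.

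Beside the processes the paper discusses, the 77 mitochondrial ribosome genes had mean log2 fold changes of -0.23 on d14 (74 lower, adjusted p = 1.21e-11 from camera) and -0.12 on d14+3 (66 lower, 2.74e-08), and the 69 protocadherin genes 0.22 (65 higher, 2.65e-09) and 0.17 (58 higher, 1.79e-08). Without Control d14+3 replicate 3 the mitochondrial ribosome mean on d14+3 was -0.064. The left-out library's own protocadherin score was -2.22. In July and September the mitochondrial ribosome had -0.29 and -0.12 on d14 and -0.20 and -0.056 on d14+3, and the protocadherins 0.29 and 0.11, and 0.24 and 0.10. Of the 100 groupings, 12 and 18 gave as large a change for the mitochondrial ribosome and 5 and 5 for the protocadherins. With the profile as a covariate the d14 means were 0.047 and -0.013, so the profile may account for them. Protein folding on d14 was reached by 13 groupings.

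The 8 mitochondrially encoded OXPHOS genes rose on d14, with a mean of 0.28 (adjusted p = 0.000654), against the nuclear ones. Only 2 of 100 groupings gave as large a rise. Mitochondrial genes took 0.524 percentage points more of the counts in ExpOF mice on d14 (exact permutation test, p = 0.0108), 0.492 in July and 0.587 in September, and 0.0437 more on d14+3 (exact permutation test, p = 0.890). Per library the rise of the set was not past 0.05 after adjustment over 66 tests (exact permutation p = 0.0108, adjusted 0.161), but with length and GC trends removed it was (0.13, 6 of 6 above every control, adjusted 0.0475). The covariate for the left-out library's profile left 0.057 (adjusted p = 0.365). The oxphos mitochondrial set at d14 was past 0.05 in 13 of its 16 alternatives, and the profile may account for part of the rise, with an effect of overfeeding left open. Its adjusted p over the alternatives ran from 9.69e-05 to 0.676.

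On d14 the 12 leptomeningeal markers were lower (-0.56, adjusted p = 0.000124, July -0.43, September -0.73, 2 of 100 groupings as large) and the 7 cholinergic markers of the adjacent forebrain higher (0.75, adjusted p = 3.35e-05, July 0.55, September 0.88, 3 of 100 groupings). The most abundant were Ptgds (334 CPM) and Col1a2 (23.3 CPM), and Chrm2 (29.9 CPM) and Slc5a7 (12.6 CPM). Without Igfbp2 and Ptgds, which Fig. 3d shows, the 10 other leptomeningeal markers had a mean of -0.45, 10 of 10 lower (exact permutation test, p = 0.0260). Without Slc5a7 and Chrm2, also in Fig. 3d, the 5 other cholinergic markers had 0.75 (0.753), 5 of 5 higher (exact permutation test, p = 0.0455). A candidate explanation for part of the d14 genes is therefore a different share of meninges and of basal forebrain in the dissections. The 8 striatal markers went both ways (mean 0.029, 4 of 8 higher, exact permutation test, p = 0.799), so more striatum stays open. All 12 and all 7 of these markers passed the expression filter in these hypothalami, so a change of expression within the tissue stays open.

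The 9 mural cell markers had a lower mean on d14 (-0.21, 6 of 9 lower and 3 higher, adjusted p = 0.0405, July -0.17, September -0.27), with 6 of 6 ExpOF mice below every control (exact permutation test, p = 0.00216, adjusted 0.143, and 0.0475 with length and GC trends removed), and 1 of 100 groupings, the real one, gave as large a change. In 5 of the 11 fits without 1 library the set was no longer past the threshold, among them that without Control d14 replicate 1 (-0.19, adjusted p = 0.192). With the profile of the left-out library removed, the difference per library was -0.18, with 6 of 6 ExpOF mice still below every control (exact permutation test, p = 0.00433, adjusted 0.0953), and with length and GC trends removed it was -0.20 (-0.197). The mural set at d14 was past 0.05 in 8 of its 16 alternatives, with adjusted p from 0.000864 to 0.549. On d14+3 its mean was -0.041 (adjusted p = 0.548, exact permutation test per library, p = 0.589), and the difference between the days was not past the threshold (0.17, adjusted p = 0.0536 from camera on the interaction). The 15 endothelial markers were not past the threshold on either day (-0.16, adjusted p = 0.0596 on d14, and -0.025, 0.483 on d14+3), and their d14 difference per library went from -0.15 (exact permutation test, p = 0.0693) to -0.083 (exact permutation test, p = 0.307) with the profile removed. Whether a different share of meninges in the dissections, the candidate given above, contributes to the mural value was not tested. An effect of overfeeding on mural cells on d14 stays open, and these values do not show one on endothelial cells or on d14+3.

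The rrna derived set at d14+3, 3 features derived from ribosomal RNA, was lower in ExpOF mice (-1.08, adjusted p = 2.08e-06, July -1.12, September -1.07, 2 of 100 groupings as large, exact permutation test per library p = 0.00649, adjusted 0.161), as were on d14+3 the 9 immediate early genes (-0.30, adjusted p = 5.59e-05, July -0.30, September -0.30, 10 of 100), the 8 oligodendrocyte markers (-0.13, 7 of 8 lower, adjusted p = 0.00488, July -0.12, September -0.14, 17 of 100, without Control d14+3 replicate 3 -0.081) and the 5 erythrocyte genes (-0.55, adjusted p = 0.0112, July -1.17, September -0.16, 10 of 100). The erythrocyte genes varied together (mean within-group correlation 0.83), so residual blood is a candidate explanation that was not separated from an effect of overfeeding. Without ExpOF d14+3 replicate 3 their adjusted p was 0.0667. With the profile of the left-out library as a covariate, the oligodendrocyte markers had -0.044 (adjusted p = 0.199, with 0.00223 to 0.676 over the alternatives), so that profile may account for it. Per library, the rRNA-derived features kept -0.80 with length and GC trends removed and -0.77 with the profile removed (exact permutation test, p = 0.00649 for each, adjusted 0.107). These features include Lars2, which Fig. 3d shows among the lower d14+3 genes. Lars2 was kept in the set, so the set is not independent of the genes the paper chose. The immediate early genes had -0.23 (exact permutation test, p = 0.0671) and -0.17 (exact permutation test, p = 0.145).

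The effect of overfeeding differed between d14 and d14+3 for 12 sets by camera on the interaction. The mean interaction (d14+3 minus d14) and adjusted p were 0.10 (0.000606) for the mitochondrial ribosome, -0.25 (0.000271) for mitochondrially encoded OXPHOS, -0.11 (2.23e-06) for synapse assembly, -0.093 (0.000143) for dendrite and spine development, -0.041 (0.0152) for the protocadherins, 0.13 (0.0119) for PPARα and ketone genes, 0.17 (0.000606) for ER stress, 0.66 (0.0142) for inflammation, 2.87 (0.000271) for the choroid plexus, 0.51 (0.000143) for the leptomeninges, -0.87 (1.39e-07) for the cholinergic markers and 0.17 (0.0374) for microglia. The direction was the same in July and September for each. Of the 100 groupings, 28 gave as many sets, so this number is within what regrouping the mice gives. The choroid plexus value rests on single libraries: on d14 the difference of its score was -0.87 (exact permutation test, p = 0.0173) and -0.21 (SD 0.15, p = 0.0762 in the same exact test) without Control d14 replicate 5, and on d14+3 it went from 0.28 to -0.12 (SD 0.24) without ExpOF d14+3 replicate 4. Both libraries were picked for their own scores, so these differences do not show whether tissue or a change of expression is the cause.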

How the results depend on the processing

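The number of DEGs depended most on the test and on single control mice. On d14 it was 1, and DESeq2 gave 167, DESeq2 with the filter of at least 50 counts in at least 5 libraries 173, GC and length offsets 4 (Npy, Ankrd34a, mt-Nd2 and Gm44199), the fit of only the 2 groups 2 (Npy and Fabp7), and the July and September cohorts alone 0 each (3495 and 858 genes at an unadjusted p-value under 0.05). Ankrd34a, mt-Nd2 and Gm44199 were named after their values were seen. The 11 fits that each left out 1 library gave from 1 to 4220, the latter without Control d14 replicate 1. The score for the profile of the left-out library was -0.063 in Control d14 replicate 1, within the range of ExpOF d14 (-0.076 to -0.014). The other Control d14 libraries used had 0.0052 to 0.14. Without Control d14 replicate 1 the diets therefore did not overlap in this score, so the 4220 genes may follow that profile. On d14+3 it was 0 (1350 unadjusted), and it was 42 with DESeq2, 52 with that filter, 26 with the RIN covariate and 1 with GC and length offsets. Genes called on both days numbered 2 with DESeq2 and 4 with that filter. The filter, the GC and length offsets and the covariate for the profile of the left-out library were chosen after seeing the data. The cohorts hold fewer mice. For the other changes the cause was not tested.

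The correlation of log2 fold changes between the days was 0.056 with DESeq2, -0.16 in the September cohort, 0.028 on genes with at least 1 count and 0.54 on genes with at least 10 counts in every library, and from 0.16 to 0.39 across the 23 fits that each left out 1 library. The filter alone changes the genes compared. The interaction gave 0 genes under each of its 14 alternatives. At an unadjusted p-value under 0.05 it gave 840 genes over the 23 libraries, 253 in July and 852 in September.

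With fry and with an estimated correlation, 0 of the sets other than the 4 named ones were past the threshold on d14 and 0 on d14+3. In the September cohort 11 such sets were on d14. With the estimated correlation and with fry, in this order, the adjusted p on d14 was 0.676 and 0.173 for the ribosomal proteins (-0.35), 0.676 and 0.175 for nuclear OXPHOS (-0.29), 0.549 and 0.0908 for synapse assembly (0.15) and 0.582 and 0.0953 for dendrite and spine development (0.14). On d14+3 it was 0.335 and 0.0953 for the ribosomal proteins (-0.39), 0.582 and 0.226 for nuclear OXPHOS (-0.24) and 0.777 and 0.580 for dendrite and spine development (0.047). The cause was not tested.

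With the covariate for the left-out library's profile, the d14 means were 0.018 for the ribosomal proteins, 0.055 for nuclear OXPHOS, 0.030 for synapse assembly and 0.021 for dendrite and spine development, and the last 2 had -0.015 and -0.0088 on d14+3. It also turned the mitochondrial ribosome (0.047 on d14, 0.0037 on d14+3), protein folding on d14 (0.00074), protocadherins on d14 (-0.013) and Mc4r on d14 (-0.14). The ribosomal proteins and nuclear OXPHOS on d14+3 kept their direction and side of the threshold in each fit but those with fry and the estimated correlation.

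Synapse assembly on d14+3 passed the threshold in the July cohort (0.10), with fgsea on the DESeq2 statistic (0.043) and with only the 2 groups (0.044), and turned in the September cohort (-0.021). It lay between 0.023 and 0.067 across the 12 fits that each left out 1 library, and passed the threshold in 4 of them (without Control d14+3 replicate 2 or 6, or ExpOF d14+3 replicate 4 or 5). Dendrite and spine development at d14+3 lost the threshold with GC and length offsets (0.0092) and with all 24 libraries (0.040), turned in the September cohort (-0.023), and lay between 0.025 (without Control d14+3 replicate 3) and 0.068. It lost the threshold in 4 such fits (without Control d14+3 replicate 3 or 5, or ExpOF d14+3 replicate 1 or 6). The cause was not tested.

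Among single genes far from the threshold, the direction turned for Mc3r with GC and length offsets on d14 (0.027) and in the July cohort on d14+3 (-0.020), for Mc4r in the September cohort on d14 (-0.021) and d14+3 (-0.099), for Pomc with all 24 libraries on d14 (-0.25) and in the July cohort on d14+3 (-0.063). Mc4r on d14 lay between -0.039 (without ExpOF d14 replicate 5) and 0.10 (0.0995) across the fits that left out 1 library. The cause was not tested.

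Of the 56 other results, 56 kept direction and side of the threshold with DESeq2's size factors and with at least 1 count, and 48 with the RIN covariate (7 stronger, 1 weaker). Of 43 others, 24 became stronger with DESeq2. Cohort and extraction round are nearly balanced over the groups, so covariates for them, which changed 0 of the 56, say nothing about stability.

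Mice with the same replicate number were not more alike than others: their correlation averaged -0.034 over 11 pairs, with 2 pairs over 0.1. A replicate block gave a log2 fold change of -1.09 for Npy at d14 (adjusted p = 0.00273) and the same numbers of DEGs, 1 and 0.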

Differences from the paper's values

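The number of DEGs at d14 is 165 in the paper, with 74 higher and 91 lower in ExpOF mice, and edgeR gave 1 DEG, 0 higher and 1 lower. For d14+3 the paper gives 48 DEGs, 4 higher and 44 lower, and edgeR gave 0 DEGs, 0 higher and 0 lower. For DEGs on both days the paper gives 4 and edgeR gave 0. At an unadjusted p-value under 0.05, edgeR gave 5069 genes on d14, 1350 on d14+3 and 503 on both. Among the alternatives to these DEGs at d14 and DEGs at d14+3 set before the data were examined, DESeq2, the method the paper names, came within 1.5 times of the paper's numbers on each day, with 167 DEGs on d14 (97 higher, 70 lower) and 42 on d14+3 (3 higher, 39 lower), but gave 2 on both days. The RNA integrity covariate gave 5 higher genes on d14+3 against the paper's 4, but 26 DEGs in all and 21 lower. The other alternatives set before the data were examined did not close these gaps. DESeq2 with at least 50 counts in at least 5 libraries, a filter chosen after seeing the values, gave 173 on d14 (75 higher, 98 lower), 52 on d14+3 (6 higher, 46 lower) and 4 on both days.

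The paper's number of reads generated is 2.74 G (giga), and the deposited counts of the 24 libraries sum to 0.566 G. Reads of pairs and counts assigned to genes need not be the same unit, which could not be settled from the files, so the 2 numbers may not be comparable. No alternative bears on this sum.

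The paper names Agrp and Stat3 as changed on d14, and their adjusted p from edgeR was 0.117 and 0.135. For Agrp at d14 and Stat3 at d14 it was 0.00385 and 0.0203 with DESeq2 and 0.0173 and 0.0200 without Control d14 replicate 1, and Agrp was also past the threshold without Control d14 replicate 3 (0.0390). The fit without Control d14 replicate 1 called 4220 genes in all, so it is not specific to Agrp and Stat3. The paper reports Npy as lower on d14+3 too, and for Npy at d14+3 the adjusted p was 0.206 with edgeR and 0.0108 with DESeq2. Of the genes the paper finds on both days, Zfp455 at d14+3 and Zfas1 at d14+3 were past the threshold only with the DESeq2 filter chosen after seeing the values (0.0425 and 0.0453), and 2410006H16Rik at d14+3 with DESeq2 (0.0335) and with the RIN covariate (0.0385).

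Fig. 3d shows 20 genes, of which edgeR called Npy on d14 alone. DESeq2 with either filter called most of the others. Fabp7 at d14 was also called in the fit of only the 2 groups (0.0438), Ptgds at d14 without Control d14 replicate 3 (0.0149), and Gpr89 at d14+3 (0.0385) and Lars2 at d14+3 (0.0237) with the RIN covariate. Lars2 belongs to the set of features derived from ribosomal RNA. Riok2 at d14+3 was called only by DESeq2 with the filter chosen after seeing the values (0.0346), and Prrg1 at d14 by DESeq2 with the filter of edgeR (0.0494) and without Control d14 replicate 1 (0.0233). Without Control d14 replicate 1, edgeR called each of the 10 d14 genes of the figure, including Brwd3 at d14 and Slc5a7 at d14 (0.0200 for each), which DESeq2 did not call. That fit called 4220 genes in all, so its calls are not specific to the genes of the figure. Myh6 and Ppib on d14+3 were called under none of the settings run.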

Other observations

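The tests with the profile of the left-out library were chosen only after the result was seen.

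In the 100 groupings of the mice, 1, the real one, gave as many DEGs as the 1 found on d14, and 2 gave as many genes at an unadjusted p-value under 0.05 as the 5069 (median of the others 413). On d14+3, for the genes on both days and for the interaction, where 0 DEGs were found (1350, 503 and 840 unadjusted), each of the 100 groupings gave as many, and 14 gave as many genes on d14+3 at an unadjusted p-value under 0.05. The correlation between days was reached by 16. For synapse assembly 2 groupings on d14 and 30 on d14+3 gave as large a change, and for dendrite and spine development 1 and 28. The number of other sets past the threshold was reached by 64 on d14 and 71 on d14+3. With DESeq2 and the filter of at least 50 counts in at least 5 libraries, 4 of 40 groupings gave as many DEGs as on d14 (at most 4583), 4 of 40 as on d14+3 (at most 4394) and 3 of 40 as many on both days. Splits along cohort or extraction round gave 0 DEGs, with 548 to 717 genes unadjusted.

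Lower Npy and Agrp may have a technical part. Less arcuate tissue in the ExpOF dissections is argued against as the whole cause by the 4 other arcuate markers, whose mean was -0.11 on d14 (Tbx3 -0.025, Pomc 0.20, Tac2 -0.17, Ghrh -0.45, exact permutation test, p = 0.199). The paper cites a rise of Pomc in overfed rats, so Pomc may not be a neutral marker of tissue. The 3 others were all lower, each by less than Agrp (-0.90), so less arcuate tissue stays open as a part of the cause. The profile of the left-out library as a covariate moved Npy by 0.25 and Agrp by 0.18 toward 0 (the log2 fold changes without it have standard errors of 0.12 and 0.18, and the moves themselves were given none), so it is a candidate explanation for part of the change. It is argued against as the whole cause for Npy, which stayed at -0.85 (adjusted p = 0.000194 for Npy at d14, with 1.88e-14 to 0.639 over the alternatives). An effect of overfeeding on these neurons stays open.

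Pomc (chromosome 12 from 3954951 to 3960618) did not differ beyond the replicate spread, at 43.5 ± 8.50 CPM (SD, n = 6) in ExpOF d14 and 37.9 ± 8.09 CPM (SD, n = 5) in Control d14 (exact permutation test, p = 0.292), and at 27.3 ± 9.70 and 23.6 ± 6.74 CPM (SD, n = 6) on d14+3 (exact permutation test, p = 0.465). The left-out library had 126 CPM. Mc4r had log2 fold changes of 0.035 on d14 (adjusted p = 0.871) and 0.11 on d14+3 (0.809). A list of 11 genes held 8 circulating factors that the paper discusses and 3 receptors that its text does not name (Klb, Fgfr1 and Gfral). The values here are mRNA levels in the hypothalamus. The paper measured these factors as proteins in plasma, where LGMN was higher after overfeeding, so the values do not test its plasma results. Of the 11, 8 passed the filter, and 0 were under 0.05 on either day when adjusted over these 8 (4 and 0 unadjusted). Adjusted over the 6 of the paper's factors that passed, a choice made after the data were seen, 3 were under 0.05 on d14 (Lgmn -0.17, Tnfrsf12a -0.52 and Igsf3 0.22, adjusted p = 0.0482 for each, exact permutation test, p = 0.0563, 0.0325 and 0.0519) and 0 on d14+3 (0 unadjusted). In 8 of the 11 d14 fits without 1 library, 0 were, among them that without Control d14 replicate 2 (smallest adjusted p = 0.135), and without Control d14 replicate 1 it was 4. Adjusted over all genes tested, the 3 had 0.141, 0.144 and 0.148. Fgf21, Gdf15 and Gfral had at most 5, 8 and 3 counts in any library.

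From d14 to d14+3, Agrp changed by -3.47 CPM in control mice (exact permutation test, p = 0.0152, adjusted over 6 comparisons 0.0346, July -3.19, September -3.50) and by -0.0185 CPM in ExpOF mice (p = 0.987 in the same exact test). Stat3 changed by -7.72 CPM in ExpOF mice (exact permutation test, p = 0.00649, adjusted 0.0346, July -7.32, September -8.12) and by -3.24 CPM in control mice (exact permutation test, p = 0.206, July 1.12, September -9.03).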
